# Traumatic Brain Injury Induces cGAS Activation and Type I Interferon Signaling in Aged Mice

**DOI:** 10.3389/fimmu.2021.710608

**Published:** 2021-08-24

**Authors:** James P. Barrett, Susan M. Knoblach, Surajit Bhattacharya, Heather Gordish-Dressman, Bogdan A. Stoica, David J. Loane

**Keywords:** type I interferons, traumatic brain injury, aging, neuroinflammation, microglia

## Abstract

Aging adversely affects inflammatory processes in the brain, which has important implications in the progression of neurodegenerative disease. Following traumatic brain injury (TBI), aged animals exhibit worsened neurological function and exacerbated microglial-associated neuroinflammation. Type I Interferons (IFN-I) contribute to the development of TBI neuropathology. Further, the Cyclic GMP-AMP Synthase (cGAS) and Stimulator of Interferon Genes (STING) pathway, a key inducer of IFN-I responses, has been implicated in neuroinflammatory activity in several age-related neurodegenerative diseases. Here, we set out to investigate the effects of TBI on cGAS/STING activation, IFN-I signaling and neuroinflammation in young and aged C57Bl/6 male mice. Using a controlled cortical impact model, we evaluated transcriptomic changes in the injured cortex at 24 hours post-injury, and confirmed activation of key neuroinflammatory pathways in biochemical studies. TBI induced changes were highly enriched for transcripts that were involved in inflammatory responses to stress and host defense. Deeper analysis revealed that TBI increased expression of IFN-I related genes (e.g. Ifnb1, Irf7, Ifi204, Isg15) and IFN-I signaling in the injured cortex of aged compared to young mice. There was also a significant age-related increase in the activation of the DNA-recognition pathway, cGAS, which is a key mechanism to propagate IFN-I responses. Finally, enhanced IFN-I signaling in the aged TBI brain was confirmed by increased phosphorylation of STAT1, an important IFN-I effector molecule. This age-related activation of cGAS and IFN-I signaling may prove to be a mechanistic link between microglial-associated neuroinflammation and neurodegeneration in the aged TBI brain.

## Introduction

Normal aging is associated with increased inflammatory activity within the central nervous system (CNS), characterized by increased levels of pro-inflammatory cytokines and evidence of enhanced microglial activation (1–3). Similar to Alzheimer’s disease (AD), advanced age alters microglial transcriptional patterns, with increased expression of genes with a damage associated microglia (DAMs) signature and loss of genes involved in homeostasis (4). Aged animals also have exaggerated responses to peripheral immune challenges, such that systemic injections of lipopolysaccharide (LPS; Toll like receptor (TLR)-4 agonist and bacterial endotoxin) or Poly I:C (TLR-3 agonist and viral mimetic) result in significantly greater pro-inflammatory cytokine expression, increased microglial activation, and sickness behavior (5–7). Our group, and others, have shown age-related differences in the response to traumatic brain injury (TBI), which is characterized by enhanced inflammatory gene expression and dysregulated microglial activation, increased tissue loss and exacerbated neurological deficits following injury (8–10). While mounting evidence indicate exaggerated post-traumatic neuroinflammatory responses with advanced age, the underlying molecular mechanisms that mediate these worsened outcomes remain unclear.

As the primary brain sentinels for innate immunity, microglia express pattern recognition receptors (PRRs) that allow them to sense invading pathogens or viral components and responds to local injury and damage associated molecular patterns (DAMPs). PRRs are classified based on their localization into TLRs, C-type lectin receptors (CLR), retinoic acid-inducible gene-I (RIG-I)-like receptors (RLR), NOD-like receptors (NLR) and cytosolic DNA sensors (CDS). TLR and RLR signaling results in production of Type I Interferons (IFN-I; IFNα and -β) and pro-inflammatory cytokines in a cell-specific manner, whereas NLR signaling leads to the production of interleukin-1 family proteins. Previous studies have demonstrated that inhibition of IFN-I results in reduced microglial-mediated neuroinflammation following TBI leading to reduced neurodegeneration and improved long-term motor and cognitive function recovery (11, 12). Significantly, IFN-I have also been implicated in the progression of age-related neuroinflammation and cognitive decline (2, 13). Inhibition of IFN-I signaling was found to reduce pro-inflammatory cytokine expression in the aged brain and concurrently increase the expression of brain-derived neurotrophic factor (BDNF) and insulin-like growth factor 1 (IGF-1) (2).

Cyclic GMP-AMP Synthase (cGAS) and Stimulator of Interferon Genes (STING) also play a role in the induction of IFN-I following CNS injury and during neurodegenerative disease (14–19). cGAS/STING signaling is involved in the host response to infection, detecting DNA and leading to induction of IFN-I and other pro-inflammatory pathways (20, 21). Disruption of cGAS/STING signaling enhances susceptibility to bacterial and viral infection (22–24). While activation of the cGAS/STING pathway has been shown to limit viral replication during CNS viral infection (25–27), chronic and dysregulated activation may be detrimental (28, 29). Prior studies have demonstrated that cGAS/STING are upregulated after acute neural injury, and selective inhibition of cGAS or STING reduces neuroinflammation and promotes functional recovery in animal models of ischemic stroke and TBI (15, 17, 24).

The beneficial effects of cGAS/STING inhibition have been attributed to reduced IFN-I production and signaling. Interferon regulatory factors (IRFs) are a family of 9 transcription factors that can propagate IFN responses and further induce IFN-I production (30–32). Several IRFs mediate pro-inflammatory activation of macrophages (32, 33). IRF7 is upregulated during CNS injury and neurodegeneration, and it is thought to be involved in the propagation of IFN-I and pro-inflammatory responses (11, 12, 34, 35). However, in agreement with the beneficial effects of IFN-I in animal models of Multiple Sclerosis, inhibition of IRF7 has also been shown to enhance protective neuroimmune responses (36). IRF1 also induces pro-inflammatory responses in brain (37, 38), and IRF1 inhibition reduces neurodegeneration and improves outcomes following ischemic stroke (37). Overall, IFN-I are implicated in acute CNS injury and age-related neurodegeneration, including chronic neurodegenerative disorders such as AD, Parkinson’s disease and amyotrophic lateral sclerosis (2, 14, 18, 19, 39, 40).

Here, we set out to determine if cGAS/STING activity and IFN-I responses were elevated in aged mice following TBI. Our analysis demonstrates that following a focal cortical injury in aged mice there is significant upregulation of cGAS and IFN-I pathways in injured tissue, suggesting their possible role in post-traumatic neuroinflammation in the aged brain.

## Material and Methods

### Animals

Young (3 month-old) and aged (22 month-old) adult male C57Bl/6 mice (National Institute of Aging colony, Charles River Laboratories) were housed in the Animal Care facility at the University of Maryland School of Medicine under a 12 hour light-dark cycle, with *ad libitum* access to food and water. All surgical procedures were carried out in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Maryland School of Medicine.

### Controlled Cortical Impact (CCI)

Our custom-designed CCI device consists of a microprocessor-controlled pneumatic impactor with a 3.5 mm diameter tip as described (41). Briefly, mice were anesthetized with isoflurane evaporated in a gas mixture containing 70% N_2_O and 30% O_2_ administered through a nose mask. Mice were placed on a heated pad and core body temperature was maintained at 37°C. The head was mounted in a stereotaxic frame, a 10-mm midline incision was made over the skull and the skin and fascia were reflected. A 5-mm craniotomy was made on the central aspect of the left parietal bone. The impounder tip of the injury device was then extended to its full stroke distance (44 mm), positioned to the surface of the exposed dura, and reset to impact the cortical surface. Mild-level CCI was induced using an impactor velocity of 6 m/s, deformation depth of 1 mm, and a dwell time of 50 ms (8, 42). After injury, the incision was closed with interrupted 6-0 silk sutures, anesthesia was terminated, and the animal was placed into a heated cage to maintain normal core temperature for 45 minutes post-injury. Sham animals underwent the same procedure as CCI mice except for the impact. Mice were anesthetized (100 mg/kg sodium pentobarbital, I.P.) 24 hours post-injury. Mice were transcardially perfused with ice-cold 0.9% saline (100 ml). Ipsilateral cortical and hippocampal tissue were rapidly dissected and snap-frozen on liquid nitrogen for RNA or protein extraction.

### Western Blot Analysis

Proteins from ipsilateral cortical tissue of sham and TBI young and aged mice (n=4/group) were extracted using RIPA buffer, equalized, and loaded onto 5–20% gradient gels for SDS PAGE (Bio-Rad; Hercules, CA). Proteins were transferred onto nitrocellulose membranes, and then blocked for 1 hour in 5% milk in 1 × TBS containing 0.05% Tween-20 (TBS-T) at room temperature. The membrane was incubated in anti-α-Fodrin (1:1000, BML-FG6090; Enzo Life Science, Farmingdale, NY), anti-PARP (1:1000, 94885; Cell signaling, Danvers, MA), anti-phospho-c-Jun (S73) (1:1000, 3270; Cell signaling), anti-PSD95 (1:1000, D27E11; Cell signaling), anti-cGAS (1:1000, 31659; Cell signaling), anti-STING (1:500, 13647; Cell signaling), anti-pSTAT1 (1:1000, 7649; Cell signaling), anti-STAT1 (1:1000, 9172; Cell signaling), anti-pSTAT3 (1:1000, 9145; Cell signaling), anti-STAT3 (1:1000, 9139; Cell signaling), anti-p21 (1:2000, ab188224; Abcam, Cambridge, MA) or anti-β-Actin (1:5000, A1978; Sigma-Aldrich, St Louis, MO) overnight at 4°C, then washed three times in TBS-T, and incubated in appropriate HRP-conjugated secondary antibodies (Jackson ImmunoResearch Laboratories, West Grove, PA) for 2 hours at room temperature. Membranes were washed three times in TBS-T, and proteins were visualized using SuperSignal West Dura Extended Duration Substrate (Thermo Scientific, Rockford, IL). Chemiluminescence was captured ChemiDoc™ XRS+ System (Bio-Rad Laboratories, Hercules, CA), and protein bands were quantified by densitometric analysis using BioRad Molecular Imaging Software. The data presented reflects the intensity of target protein band normalized to the intensity of the endogenous control for each sample (expressed in arbitrary units).

### NanoString Analysis

Total RNA was extracted from snap-frozen sham and TBI cortical tissue from young and aged mice (n=6/group) using an RNeasy isolation kit (Qiagen, Valencia, CA) with on-column DNase treatment (Qiagen). An nCounter Mouse Immunology Panel (NanoString Technologies, Seattle, WA) was used to determine the expression levels of genes associated with innate and adaptive immunity. Each target gene of interest was detected using a pair of reporter and capture probes that together target a continuous 100 nucleotide sequence. Hybridization between 100 ng of target mRNA and reporter-capture probe pairs was performed at 65°C for 20 hours using a Perkin Elmer Thermal Cycler (Perkin Elmer, MA) according to the manufacturer’s protocol. Post hybridization processing was carried out on a fully automated nCounter Prep station liquid-handling robot. Excess probes were removed, and stable probe/target complexes were aligned and immobilized in the nCounter cartridge, which was then placed in a digital analyzer for image acquisition and data processing (nCounter Digital Analyzer). The expression level of gene transcripts was determined by directly counting the number of times the specific barcode for each gene was detected, and the barcode counts were then tabulated in a comma-separated value (CSV) format. The raw digital transcript counts (RCC files) and corresponding reporter library files (RLF) were imported into NanoString nSolver v 4.0 software for analysis of quality control parameters, determination of the raw counts for each transcript. and data normalization using standard default software settings. Raw counts were multiplied by scaling factors proportional to the sum of counts for spiked-in positive control probes to account for individual assay efficiency variation, and to the geometric average of the normally distributed housekeeping gene probes that are built into every NanoString panel. Background signal was calculated as a median value of the negative hybridization control probes. Normalized counts were log-transformed for downstream statistical analysis. One sample in the Young TBI group did not pass quality control metrics and was removed from further inclusion in the NanoString analysis. Normalized NanoString data and raw data files are publicly available on GE0 (GSE180811).

### Quantitative Real-Time PCR (qRT-PCR) Analysis

Total RNA was extracted from snap-frozen sham and TBI ipsilateral cortical and hippocampal tissue from young and aged mice (n=7-9/group) as described before. cDNA synthesis was performed using a Verso cDNA RT kit (Thermo Scientific, Pittsburg, PA) according to the manufacturer’s instructions. qRT-PCR was performed using TaqMan gene expression assays (Ifnb1, Mm00439552_s1; Irf7, Mm00516793_g1; Isg15, Mm01705338_s1; Ifi204, Mm00492602_m1; Irf1, Mm01288580_m1; Irf3, Mm00516784_m1; Irf4, Mm00516431_m1; Irf5, Mm00496477_m1; Irf7, Mm00516793_g1; Mx1, Mm00487796_m1; and Gapdh, Mm99999915_g1) on an ABI 7900 HT FAST Real Time PCR machine (Applied Biosystems, Carlsbad, CA). Samples were assayed in duplicate in one run (40 cycles), composed of 3 stages: 50°C for 2 minutes, 95°C for 10 seconds for each cycle (denaturation), and finally the transcription step at 60°C for 1 minute. Gene expression was calculated relative to the endogenous control sample (Gapdh) to determine relative expression values, using the 2−ΔΔCt method (where Ct is the threshold cycle) (43).

### Statistical Analysis

Mice that were ear tagged and housed five per cage were randomly removed one at a time from the cage and assigned to groups until sufficient numbers were reached for each group. Quantitative data were expressed as mean ± standard errors of the mean (s.e.m.). Normality testing was performed and data passed normality (D’Agostino & Pearson omnibus normality test), and therefore parametric statistical analysis was performed. Statistical analysis for Western blot and qRT-PCR experiments was carried out using a two-way analysis of variance (ANOVA) with Tukey *post-hoc* tests and were performed using GraphPad Prism Program, Version 9 for Mac (GraphPad Software, San Diego, CA, USA). Significance level was set as p<0.05. For highly variable Western blot studies we excluded samples that were more than two standard deviations from the mean of the group (n=1 only). For NanoString data, log-transformed and background normalized expression values were used in all statistical analyses. Normality of expression levels within each injury status group was assessed using the Shapiro-Wilk test to determine whether parametric tests were appropriate. Linear regression models were used to assess the relationship between expression levels and the presence of TBI while accounting for the two age groups of mice (young *versus* aged). Each model included the expression level as the dependent variable and independent variables of injury status and age group. No interaction terms were investigated. Resulting p-values for both the injury and age group were adjusted for the number of expression values compared using the Benjamini-Hochberg method to control the false discovery rate. An adjusted p-value ≤ 0.05 was considered evidence of an effect. All analyses were performed using STATA V15 (College Station, TX). For differential expression analysis with fold change, the NanoStringDiff (44) tool was used. It uses a generalized linear model of the negative binomial type to characterize the raw count data. Normalization is achieved by calculating size factor from positive control and housekeeping genes, and background levels evaluated from negative controls. Genes with log fold change base 2(log2) greater than +/- 1.5, and adjusted p-value less than 0.05, were considered significant. Pathway analysis was performed with Ingenuity Pathways Analysis (IPA) (Qiagen, Gaithersburg, MD). Gene ontology analysis was performed with gProfiler (45). Gene association networks were analyzed using GeneMANIA (46), and visualization of the networks obtained using Cytoscape (47). Visualization of heatmaps and gene ontology plots (bubble and GOChord) were generated in R. Heatmaps were built using the pheatmap (Raivo Kolde (2019). pheatmap: Pretty Heatmaps. R package version 1.0.12. https://CRAN.R-project.org/package=pheatmap) package, while gene ontology plots were generated using GO Plot (48) package.

## Results

### TBI Induces DNA Damage and Cell Death in the Cortex of Young and Aged Mice

First, we examined the effect of age on neuronal cell death pathways in injured cortical tissue. We induced mild-level CCI in young (3 month-old) and aged (22 month-old) male C57Bl/6 mice and performed biochemical analysis of markers of DNA-damage associated cell death pathways (49) at 24 hours post-injury. When compared to age-matched sham mice, TBI increased cortical levels of cleaved-Fodrin (145-150 kDa) (F_(1,11)_=327.2, p<0.0001; **Figures 1A, B** **)**, cleaved-PARP (F_(1,11)_=14.88, p=0.0027; **Figures 1A, C** **)** and phospho-c-Jun (F_(1,11)_=41.71, p<0.0001; **Figures 1A, D** **)** in young and aged mice. There was no effect of age on these pathways. In addition, we examined the expression of synaptic protein PSD95. TBI significantly decreased the protein expression of PSD95 in young and aged mice (F_(1,11)_=19.55, p<0.001; **Figures 1A, E** **)**; however, there was no effect of aged on this TBI-induced change. Thus, TBI induced significant DNA damage and neuronal cell death, and reduced postsynaptic density in young and aged mice.

**Figure 1:**
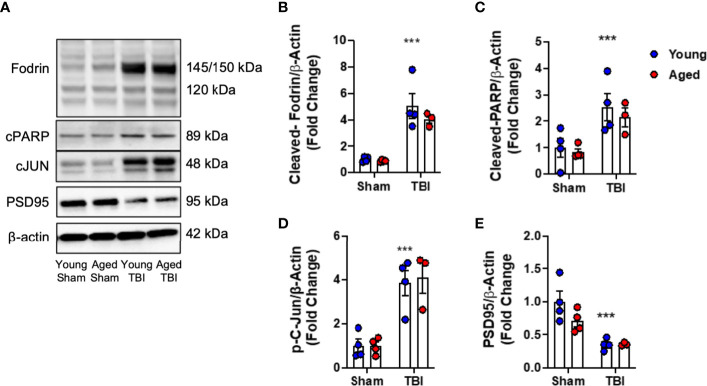
DNA damage, cell death and neuroplasticity markers in the injured cortex of young and aged mice. Western blot expression of cleaved-Fodrin **(B)**, cleaved-PARP **(C)**, phospho-c-Jun **(D)** and PSD95 **(E)** protein in the ipsilateral cortex young and aged Sham and TBI mice at 24 hours post-injury. Representative Western blots are shown in **(A)** TBI significantly increased cortical expression of cleaved-Fodrin (p<0.0001, **B**), cleaved-PARP (p=0.0075, **C**) and phosphor-c-Jun (p<0.0001, **D**) protein in young and aged mice. There was no effect of age on protein expression. TBI significantly decreased protein expression PSD95 (p<0.0001, **E**). There was no effect of age on PSD95 protein expression. Data expressed as Mean ± SEM. ***p < 0.001 *vs.* sham (effect of TBI). Two-way ANOVA using Tukey post-hoc tests (n=3-4/group).

### TBI Is the Main Driver of Differentially Expressed Inflammatory Genes in Young and Aged Mice

We then used a murine immunology NanoString panel to characterize global changes in gene expression associated with immune and inflammatory pathways in the perilesional cortex of young and aged sham and TBI mice. 

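Cortex was taken 24 h after surgery from 23 male C57Bl/6 mice. The files hold 6 young sham, 5 young TBI, 6 aged sham and 6 aged TBI mice, with ages of 3 months in the young and 22 months in the aged mice, and the methods state that 1 young TBI sample was removed after quality control. TBI was induced by controlled cortical impact (CCI), in which a piston strikes the exposed cortex, and sham mice did not receive the impact. The NanoString nCounter assay counts color-coded reporter probes bound to each mRNA without amplification or sequencing, so a reporter count stands where other assays have a read count. The Mouse Immunology Panel carries 547 immune genes and 14 reference genes, along with 6 positive control probes, whose targets are spiked into each assay, and 8 negative control probes that have no target. The authors scaled the reporter counts in nSolver by the positive controls and by the geometric mean of the housekeeping genes. The deposited values of these genes are these normalized counts on a linear scale with no value below 1, whereas the control probes were left unscaled. Within each mouse, the normalized counts were whole multiples of a common step, the scaling factor of that mouse. Dividing by this factor gave whole reporter counts for 99.97% of the 12903 gene values, within a tolerance of 0.006 and with values listed at 1 taken as whole. The recovered total count ranged from 58980 to 501095 in young sham mice (median 454419) and from 488098 to 637543 in young TBI mice (median 545911). It ranged from 142019 to 423230 in aged sham mice (median 352237) and from 268365 to 580682 in aged TBI mice (median 521511.5). The factor was 9.55 in young sham replicate 1 and 4.04 in aged sham replicate 1, the mice with the lowest totals, so a single reporter weighs most in these 2 mice. Gapdh held 17.8 to 23.8% of the normalized counts of a mouse, and the 5 highest genes held 35.5 to 48.1%. Judged against the mean plus 2 SD of the negative controls, 183 genes lay at background and 378 above it. The mean log2 value of the 14 reference genes was 11.3 ± 0.106 (SD, n = 6) in young sham, 10.94 ± 0.113 (n = 5) in young TBI, 11.3 ± 0.209 (n = 6) in aged sham and 10.98 ± 0.0799 (n = 6) in aged TBI mice. The scaling therefore left the reference genes lower in TBI mice, by a mean log2 difference of -0.34 across ages. Rescaling every mouse to the same reference gene mean moved the median log2 fold change of all genes with TBI from -0.07 to 0.24, centering every mouse on its median gene moved it to -0.98, and scaling by the positive controls alone, a choice made after seeing the data, moved it to 0.52. Directions are given on the deposited scale, and a gene whose direction depends on this choice is named as such. Median scaling takes the median gene as unchanged and puts the reference genes at a mean of -1.24 with TBI. Genes above background in a mouse numbered 384 to 433 in young TBI and 402 to 436 in aged TBI mice. In shams they numbered 318 to 341 in young and 306 to 358 in aged mice. A small rise with TBI therefore turns negative under median scaling by construction. The normalized counts were analyzed as log2(normalized count + 1), a scale that understates the change of low genes, with limma's moderated test. The first model held injury and age group without an interaction term, as in the methods, and the other held a mean for each group. P-values were two-sided and adjusted over all genes by the Benjamini-Hochberg method, with 0.05 as the threshold. The labels number the mice in a pair of series and give no cartridge or run. With the number series as a covariate, 366 genes in place of 355 passed the threshold with TBI and 102 in place of 97 with age.

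**Figure D1:**
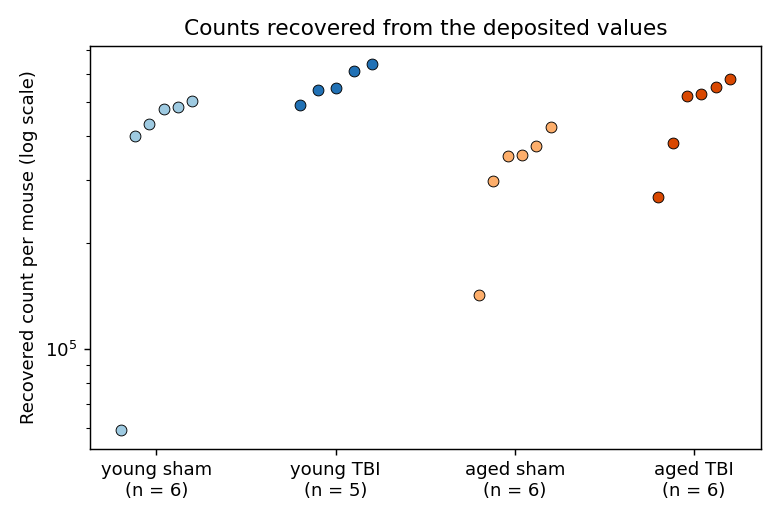
Recovered reporter count of each mouse (log scale) in the 4 groups, with each point 1 mouse. Young sham replicate 1, at 58980, and aged sham replicate 1, at 142019, lie below all other mice, whose totals start at 268365.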

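Principal components of all genes, each centered and scaled to unit variance over the 23 mice, placed 39.8% of the variance on the first component (PC1) and 9.76% on the second (PC2). The mean PC1 score was -14.6 ± 1.96 (SD, n = 6) in young sham, -12.9 ± 3.22 (n = 6) in aged sham, 15 ± 3.27 (n = 5) in young TBI and 15 ± 3.07 (n = 6) in aged TBI mice. TBI and sham mice differed by 28.7 on PC1 (permutation test, p = 1e-05, the smallest p that 100000 permutations can give). The lowest TBI mouse scored 10.1 and the highest sham mouse -8.1. On PC2 the mean score was -6.72 ± 3.65 in young sham, -7.65 ± 0.573 in young TBI, 7.42 ± 1.91 in aged sham and 5.67 ± 2.52 in aged TBI mice. Aged and young mice differed by 13.7 on PC2 (permutation test, p = 1e-05, again the smallest possible), with the lowest aged mouse at 1.94 and the highest young mouse at -2.36. Age did not separate the mice on PC1 (permutation test, p = 0.729), nor did TBI on PC2 (permutation test, p = 0.815). Each of the 23 mice lay nearest the center of its own group, with 0 mice nearer another center. The PC2 scores of young sham mice reached down to -13.1, the score of the mouse with the lowest recovered count. The share of PC1 moved most when genes were centered but not scaled, to 65.8%, with PC2 at 5.84%. Under positive control scaling, chosen after seeing the data, the components held 48% and 14.3% and neither fully parted its groups, although the PC2 difference between ages remained (permutation test, p = 0.00067).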

A principle components analysis of all transcripts by subject showed definitive separation of each study group (no overlap) and minimal within group variability (**Figure 2A**). Of 547 genes on the panel, linear regression indicated that expression levels of 236 were significantly changed, with 210 altered by TBI alone, 12 by age alone, and 14 affected by both TBI and age (**Supplemental Tables 1**–**3**). 

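In the model with injury and age group, 355 genes passed the threshold for TBI (186 higher, 169 lower) and 97 for age (43 higher and 54 lower in aged mice). Sorted by these calls, 289 genes changed with TBI alone (160 higher, 129 lower), 31 with age alone (12 higher, 19 lower in aged mice) and 66 with both, 386 genes in all. The smallest p-values for TBI belonged to Cd14, with a log2 fold change of 4.31 (standard error 0.12, adjusted p = 7.13e-19), and to Cd44, at 4.72 (standard error 0.17, adjusted p = 4.4e-17). Socs3, Ccl2 and Ccl9 followed at 3.76, 7.23 and 3.92, with adjusted p-values of 5.17e-17, 5.51e-17 and 6.03e-17, Ccl2 being at background in sham mice. For age they belonged to Nfkb1, at 1.09 (standard error 0.10, adjusted p = 4.72e-08), and Tnfrsf11a, at -0.88 (standard error 0.09, adjusted p = 1.9e-07), ahead of Itgb2, Il1rap and Il6st. Leaving out each of the 23 mice in turn gave 346 to 359 genes for TBI and 80 to 109 for age. With Hochberg's adjustment in place of Benjamini-Hochberg the counts were 229 for TBI (147 higher, 82 lower) and 26 for age. Under positive control scaling, chosen after seeing the data, 253 genes passed for age, of which 242 were higher in aged mice. The share of TBI calls that were higher was 52.4% on the deposited scale, 76.5% with reference gene scaling, 20% with median scaling and 95% with positive control scaling. Of the genes at background, 33 were called higher and 37 lower with TBI. The paper states in the heading of Fig. 2 that inflammatory gene expression in the injured cortex is altered mainly by TBI.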

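In the model with a mean for each group, 291 genes passed the threshold between TBI and sham in young mice (166 higher, 125 lower) and 281 in aged mice (165 higher, 116 lower). With an absolute log2 fold change above 1.5 as well, 81 genes remained in young mice (76 higher, 5 lower) and 77 in aged mice (72 higher, 5 lower), together 96 genes. In young mice the smallest p-values were those of Cd14 (4.44, adjusted p = 5.25e-15), Lilrb4 (5.97, adjusted p = 4.34e-14), Socs3 (3.93), Cd44 (4.83) and Ccl3 (4.88), values in parentheses being log2 fold changes. In aged mice they were those of Cd14 (4.19, adjusted p = 6.65e-15), Il1rn (5.83, adjusted p = 1.36e-13), Cd44 (4.61), Ccl2 (7.28) and Socs3 (3.60). The 5 genes lower in each age were Abcb1a, C2, Cd34, Mme and Tnfrsf17 in both, named after their values were seen. The number of genes moved most with a threshold of 1.5 on the linear scale, to 273 genes over both ages, and with a log2 threshold of 1 it was 169. Median scaling gave 163 genes, and positive control scaling, chosen after seeing the data, gave 151. Fold changes are on the log2(normalized count + 1) scale, which understates those of genes near background. Of the genes named, Ccl2, Il1rn and Tnfrsf17 lay at background in both sham groups, and Ccl3 and Lilrb4 in young shams.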

With differential expression analysis based on fold change, 193 genes were altered by TBI alone (**Supplemental Table 4**). There was extensive overlap of the differentially expressed genes represented in both young and aged TBI, compared to their respective shams. 

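Of the genes past the threshold with TBI, 241 passed it in both ages, 240 of them in the same direction, 50 in young mice only and 40 in aged mice only. Above a log2 fold change of 1.5, 62 genes passed in both ages. Across all genes of the panel the log2 fold changes of young and aged mice had a correlation of 0.944, where genes are not independent replicates and each age was compared with its own shams. Passing the threshold at a single age does not show a difference between ages, and the difference was tested as the interaction of TBI and age. It passed the threshold for 3 genes in limma, as it did in edgeR on the recovered counts, and 32 genes had an unadjusted p under 0.05, against 5% of all genes by chance. Ccl7 rose more in aged mice (interaction 2.30 (standard error 0.34, adjusted p = 0.000376)), with log2 fold changes of 0.80 in young and 3.11 in aged mice, from a sham level that was higher in young mice. Cxcl13, at background on average over the mice, had an interaction of 2.79 (standard error 0.52, adjusted p = 0.00581). Ifit2, the gene whose direction differed between ages, changed by -0.46 (adjusted p = 0.0307) in young and 0.62 (adjusted p = 0.00309) in aged mice, with an interaction of 1.08 (adjusted p = 0.0314). The call for Ifit2 held in 10 of the 23 fits that left out 1 mouse, and its decrease in young mice turned to an increase of 0.06 under positive control scaling and its rise in aged mice to -0.26 under median scaling.

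**Figure D2:**
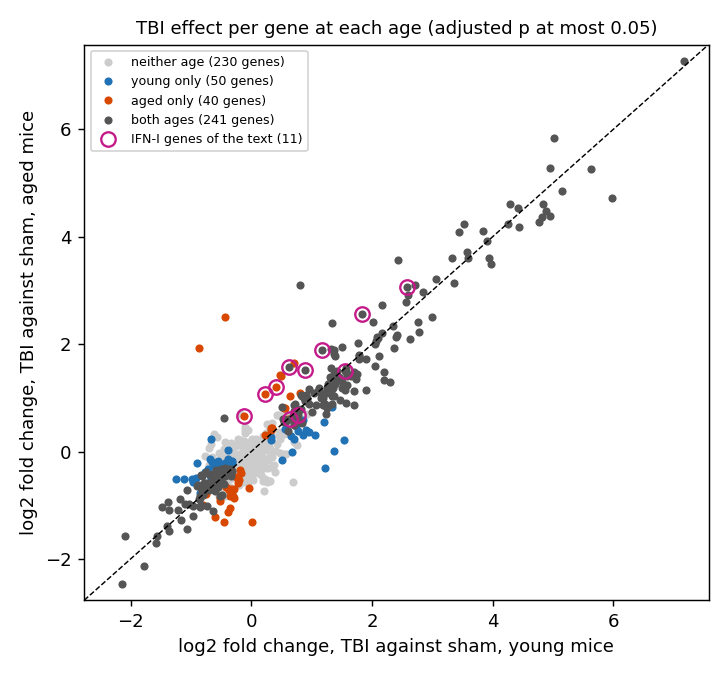
Log2 fold change of each gene with TBI in young mice (x axis) and in aged mice (y axis), colored by the ages in which it passed the threshold, with the 11 IFN-I genes of the text circled and a dashed line of equality. Across all genes the correlation of the fold changes is 0.944.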

Only 14 differentially expressed genes were significantly different between young and aged TBI (**Supplemental Figure 1**).

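Between aged and young TBI mice, 41 genes passed the threshold (24 higher, 17 lower in aged mice), and 41 passed it between aged and young sham mice (18 higher, 23 lower). The lists shared 17 genes, all 17 changed in the same direction. Among the TBI mice the smallest p-values were those of Nfkb1 (1.06 (standard error 0.15, adjusted p = 5.28e-05)), Tnfrsf11a (-0.95 (standard error 0.13, adjusted p = 5.28e-05)) and Cxcl13 (2.72 (standard error 0.38, adjusted p = 5.28e-05)), followed by Il1rap at -0.76 and Il6st at -0.88. Among the sham mice they were those of Ccl7 (-2.93 (standard error 0.23, adjusted p = 6.91e-09)), C4a (1.90 (standard error 0.23, adjusted p = 8.02e-06)), Nfkb1 at 1.11, Adal at -1.15 and Itgb2 at 1.61. Only Cxcl13 and Defb1 (1.72, adjusted p = 0.000355) differed by more than 1.5 on the log2 scale between the TBI groups, Cxcl13 having reached 32.9 ± 23.2 normalized counts in aged TBI mice (SD, n = 6) and 3.65 ± 2.03 in young TBI mice (n = 5). The count of 41 moved most under positive control scaling, chosen after seeing the data, to 216 with 214 of them higher, the raw count of the highest positive control being lower in aged than in young TBI mice (-0.84, exact permutation test, p = 0.00216, the smallest possible). It was 13 with Hochberg's adjustment and 63 with edgeR on the recovered counts (32 higher, 31 lower), the latter also chosen after seeing the data. The proportions of the spiked-in positive controls differed between aged and young mice (permutation test, p = 0.00291) and among TBI mice alone (distance 0.128, exact permutation test, p = 0.00216). Among sham mice alone the distance was no smaller, at 0.136, without passing (exact permutation test, p = 0.149). The comparison of aged with young TBI mice is confounded with that difference. The comparison of the sham groups is not shown to be free of it.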

**Figure 2:**
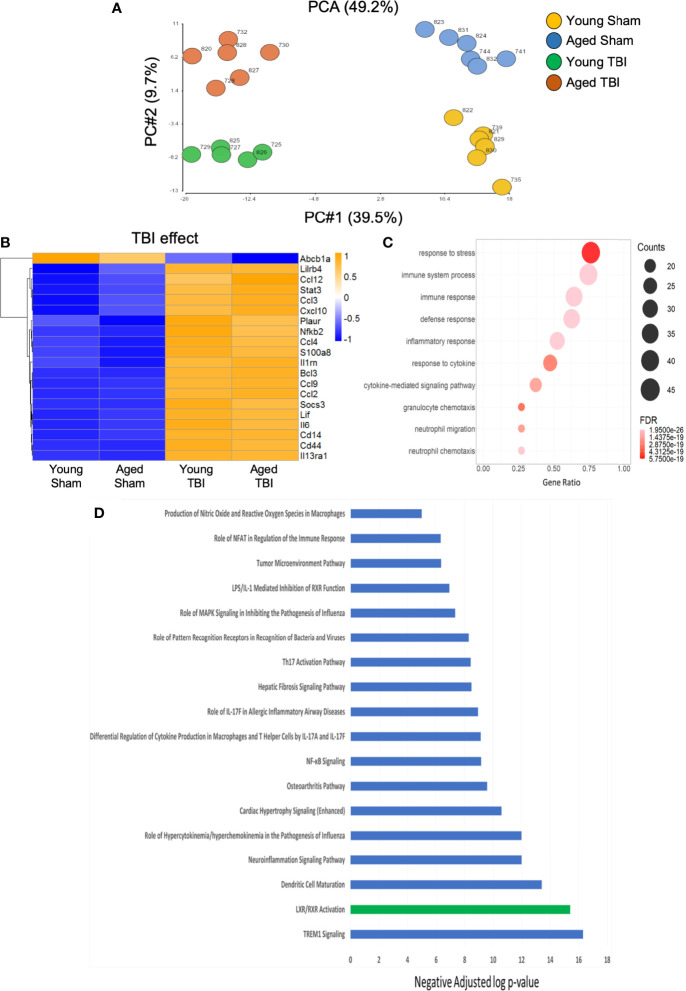
Inflammatory gene expression in injured cortex is primarily altered by TBI. NanoString analysis using a mouse Immunology panel was used to assess cortical transcriptional patterns at 24 hours post-injury in young sham, aged sham, young TBI, and aged TBI mice (n=6/group). **(A)** A principle components analysis of all transcripts by subject identifies key genes changed by TBI (PC1) and age (PC2). There was no overlap and minimal within group variability in this analysis. **(B)** Expression map of the top 20 transcripts that were significantly altered by TBI only. The heat map color scale reflects normalized log-transformed raw counts scaled to z-scores, where -1=darker blue=decreased expression and 1=darker yellow=increased expression. All transcripts that were significantly altered by TBI only are shown in **Supplemental Table 1**. **(C)** Dot plot of biological function GO terms enriched in the group of transcripts that was significantly altered by TBI only (R2>0.85), with no significant covariate effect of AGE. The color of the dots is based on adjusted p-value (FDR) with the darker color (red) corresponding to higher/greater p-value, and lighter color (violet) corresponding to lower/smaller p values. The radius of the dots is based on the number of genes assigned to the term. The x axis corresponds to the gene ratio, which is the ratio of genes within the dataset represented within a given gene ontology (GO) term and total number of genes assigned the term. There was no secondary thresholding for injury coefficients. **(D)** All transcripts that were significantly altered by injury (and the respective p-values for injury effect) were analyzed with Ingenuity Pathways Analysis to determine which canonical pathways were represented, and assign a z-score to indicate pathway activation (positive z-score) or deactivation (negative z-score). The top canonical pathways (-log p value of ≥ ≤ 5.0. with z scores >2 or <-2) are represented. All were positive (activated=blue bars), except LXR/RXR which was negatively regulated (deactivated=green bar). Individual z-scores and the genes that contribute to each canonical pathway are shown in **Supplemental Table 5**.

We next performed functional analysis of discrete gene sets using gene ontology (GO) analysis. TBI-only induced changes were highly enriched for transcripts with functional GO terms involved in inflammatory responses to stress and host defense (**Figures 2B, C** **)**. Cytokine-driven responses and transcripts involved in neutrophil migration and chemotaxis were also well represented. Specific canonical pathways significantly altered by TBI alone included a strong activation of IL-17 pathways (**Figure 2D** and **Supplemental Table 5**). 

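The genes that Supplemental Table 5 lists for the IL-17A, IL-17F and Th17 pathways were all 11 higher with TBI and passed the threshold in each of the 23 fits that left out 1 mouse. Ccl2 had a log2 fold change of 7.23 (standard error 0.27, adjusted p = 5.51e-17) when accounting for age, Cxcl10 of 5.44 (standard error 0.27, adjusted p = 1.33e-14) and Ccl4 of 4.24 (standard error 0.18, adjusted p = 4.91e-16). Il1b rose by 3.90, Il6 by 3.72, Ccl5 by 2.46, Nfkb2 by 1.81, Stat3 by 1.53, Runx1 by 1.33 and Fcer1g by 1.22 on the log2 scale, the largest adjusted p among them being 1.92e-09. Ccl2, Cxcl10, Ccl4, Il6 and Ccl5 lay at background in both sham groups and Il1b in aged sham mice, so the sizes of their fold changes are set in part by background and are not ranked. With age, Ccl5 was higher in aged mice at 1.14 (standard error 0.23, adjusted p = 0.00128) and no other of the 11 genes passed the threshold. The directions with TBI held under reference gene, median and positive control scaling.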

IL-17 is a pro-inflammatory cytokine associated with activation of IL-23/IL-17 signaling axis linked to apoptotic cell death and functional deficits after experimental TBI (50). 

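Supplemental Table 5 lists 12 genes for LXR/RXR activation, a pathway scored by its expected response to each gene. With TBI, 10 of the 12 were higher and 2 were lower, all past the threshold. The higher genes were Ccl2, Cd14, Il1b, Il1r2 (2.91 (standard error 0.21, adjusted p = 1.97e-11)), Il1rn (5.44 (standard error 0.22, adjusted p = 1.59e-16)), Il6, Msr1 (5.00 (standard error 0.28, adjusted p = 1.28e-13)), Nfkb2, S100a8 (4.48 (standard error 0.25, adjusted p = 1.85e-13)) and Tnfrsf1b (1.79 (standard error 0.16, adjusted p = 4.48e-10)), values being log2 fold changes. The lower genes were Il18, at -1.02 (standard error 0.10, adjusted p = 2.43e-09), and Vtn, at -1.39 (standard error 0.12, adjusted p = 3.1e-10). For the LPS/IL-1 mediated inhibition of RXR function the table lists 8 genes, of which Cd14, Il18, Il1b, Il1r2, Il1rn and Tnfrsf1b are shared with the first list. The others, Abcb1a and Alas1, fell, Abcb1a by 1.56 (standard error 0.10, adjusted p = 1.58e-12) and Alas1 by 0.59 (standard error 0.07, adjusted p = 1.59e-07). In both sham groups Ccl2, Il1r2, Il1rn, Il6 and Msr1 lay at background, as did Il1b in aged shams, which limits how far the size of their fold changes can be read. Alas1 is a reference gene, and its direction turned to 0.05 under positive control scaling, whereas the other directions held under all 3 other scalings.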

Upregulation of lipopolysaccharide (LPS)/IL-1, an inflammatory pathway that can inhibit retinoid X receptor (RXR) activation was observed concurrent with downregulation of ligand-activated nuclear liver X (LXR) and RXR associated transcripts. These complementary data provide strong support for an inflammation-associated down regulation of LXR/RXR signaling after TBI. Agonists of LXR/RXR have anti-inflammatory properties and improve Aβ clearance and reduce plaque development in mouse models of AD, where they also reduced memory deficits and preserved expression of synaptic components (51). The down-regulation of LXR/RXR observed here could contribute to pathological aspects of TBI that replicate the pathophysiology of AD. In fact, we have previously demonstrated that LXR agonists have neuroprotective properties and improve functional recovery after TBI in mice (52). Activation of signaling associated with viral or bacterial infection and host response (NFkB, MAPK, PRRs) was also evident and consistent with enriched functions from the GO term analysis.

Only 12 transcripts were altered by age alone and no clear consistent pathway or GO terms could be strongly associated with these (**Figure 3A**), likely in part due to the limited number of genes represented. 

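All 12 genes of Supplemental Table 2 passed the threshold for age, 5 higher and 7 lower in aged mice, and each did so in all 23 fits that left out 1 mouse. Defb1, Traf2, Eef1g and C1qa were higher along with Nfkb1, with log2 differences of 1.40 (standard error 0.20, adjusted p = 2.3e-05) for Defb1, 0.91 for Traf2, 0.67 for Eef1g and 0.38 for C1qa. Il1rap was lower at -0.72 (standard error 0.08, adjusted p = 4.57e-07) and Il6st at -0.87 (standard error 0.10, adjusted p = 4.73e-07). Adal, Cxcl9, Il10, Traf3 and Vcam1 were lower by 0.93, 1.03, 0.94, 0.67 and 0.71, with adjusted p-values from 2.53e-06 to 0.00118. Cxcl9 and Il10 lay at background. These directions held under the other 3 scalings, though Traf3 and Vcam1 no longer passed the threshold under positive control scaling, at -0.25 and -0.29. For TBI, 8 of the 12 genes stayed short of the threshold and 4 passed it, all 4 lower: Adal at -0.41 (adjusted p = 0.00362), Defb1 at -0.80 (adjusted p = 0.00149), Il10 at -0.51 (adjusted p = 0.0168) and Traf3 at -0.51 (adjusted p = 0.000618). With reference gene scaling Adal, Il10 and Traf3 lost this call, while Il1rap, Il6st, Nfkb1, C1qa and Eef1g became higher with TBI past the threshold. Under positive control scaling Adal (0.23), Il10 (0.00) and Traf3 (0.13) were no longer negative. Il6st also passed for TBI without young sham replicate 1 (0.23), aged TBI replicate 2 (0.23), aged sham replicate 1 (0.23) or aged sham replicate 6 (0.23).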

Fourteen transcripts were altered by both TBI and age (**Figure 3B**), and the effect of age was variable, with some transcripts increased and others decreased. Several of these are known to play important roles as regulators of inflammation and immune defense responses (**Figure 3C**). For example, CCAAT/Enhancer binding protein beta (Cebpb) is a transcription factor that regulates downstream expression of multiple pro-inflammatory genes. 

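All 14 genes of Supplemental Table 3 passed the threshold for TBI and for age, and each did so for both in the 23 fits that left out 1 mouse. With age, 9 were higher and 5 were lower. The largest effects of age were those of Ccl7, at -1.83 (standard error 0.29, adjusted p = 7.96e-05), Itgb2, at 1.51 (standard error 0.16, adjusted p = 2.9e-07), and C4a, at 1.48 (standard error 0.19, adjusted p = 2.53e-06) on the log2 scale. Ppia was lower by 0.71, whereas Tap1 was higher by 0.69, Psmb7 by 0.48 and Ctss by 0.42. With TBI, Ccl7 rose by 2.01 (adjusted p = 1.69e-06), C4a by 1.75 (adjusted p = 1.46e-08), Tap1 by 1.63 (adjusted p = 2.86e-10) and Itgb2 by 1.39 (adjusted p = 4.21e-08). Ppia, Psmb7, Tnfrsf11a and Ctss were lower with TBI, at -0.53, -0.46, -0.40 and -0.36, all turning positive under positive control scaling. Psmb7, Tnfrsf11a and Ctss also lost the call for TBI with reference gene scaling, and Ppia is itself a reference gene. For age, Csf1r turned positive under positive control scaling. The normalized count of Ccl7 was 268 ± 38.5 in young sham, 493 ± 220 in young TBI, 34.5 ± 7.02 in aged sham and 315 ± 92 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). Ccl7 was outlying in 2 mice, young TBI replicate 3 at 883.5 and aged TBI replicate 2 at 140.7.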

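The normalized count of Cebpb was 196 ± 33.3 in young sham, 516 ± 84.7 in young TBI, 331 ± 55.1 in aged sham and 796 ± 160 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). Its log2 fold change with TBI was 1.32 (standard error 0.11, adjusted p = 3.56e-10) and its difference with age 0.69 (standard error 0.11, adjusted p = 0.000138). Among sham mice, aged exceeded young by 0.75 (standard error 0.16, adjusted p = 0.00387), and among TBI mice by 0.61 (standard error 0.17, adjusted p = 0.0203). The last difference fell short of the threshold without young TBI replicate 1 (0.57, adjusted p = 0.0595), young TBI replicate 4 (0.53, adjusted p = 0.0693) or aged TBI replicate 5 (0.54, adjusted p = 0.0566). The difference between the TBI groups is confounded with their difference in the spiked-in controls.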

Cebpb was increased in aged sham compared to young sham mice and still further increased by TBI, with highest levels after TBI in aged mice. These data agree with those indicating an in increase in Cebpb protein in aged animals after experimental TBI (53). 

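Csf1r had a normalized count of 1073 ± 126 in young sham, 609 ± 78.7 in young TBI, 816 ± 61.4 in aged sham and 496 ± 37.8 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). It was lower with TBI, at -0.76 (standard error 0.08, adjusted p = 6.74e-09), and with age, at -0.34 (standard error 0.08, adjusted p = 0.00303). Between the sham groups the difference was -0.39 (standard error 0.11, adjusted p = 0.0282), which passed the threshold in 17 of the 23 fits that left out 1 mouse and not in those without young sham replicate 2 (-0.37), 3 (-0.38), 5 (-0.36) or 6 (-0.38) or aged sham replicate 3 (-0.35) or 5 (-0.38). Between the TBI groups it was -0.29 (standard error 0.11, adjusted p = 0.13) and did not pass. A single mouse was outlying in each of the TBI groups, young TBI replicate 3 at 745.2 and aged TBI replicate 2 at 420.6. Under positive control scaling the effect of age turned to 0.07 and that of TBI to -0.12, neither past the threshold.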

The expression of colony stimulating factor 1 receptor (Csf1r) was decreased in aged sham compared to young sham mice, and was further decreased in aged TBI mice compared to young TBI mice. Csf1r is essential for microglial survival, and Csf1r inhibitors that promote microglial depletion during the chronic phase after TBI improve outcomes (54). The protective effect of Csf1r inhibitors following TBI is likely due to the removal of neurotoxic microglia, because microglia that repopulate the CNS exhibit diminished pro-inflammatory activity (54). Recent single cell transcriptomics studies revealed that expression of Csf1r in microglia clusters with other homeostatic genes such as P2ry12 and Cx3cr1 (55). Decreased expression of Csf1r with age and TBI may reflect a reduction in the proportion of homeostatic microglia.

**Figure 3:**
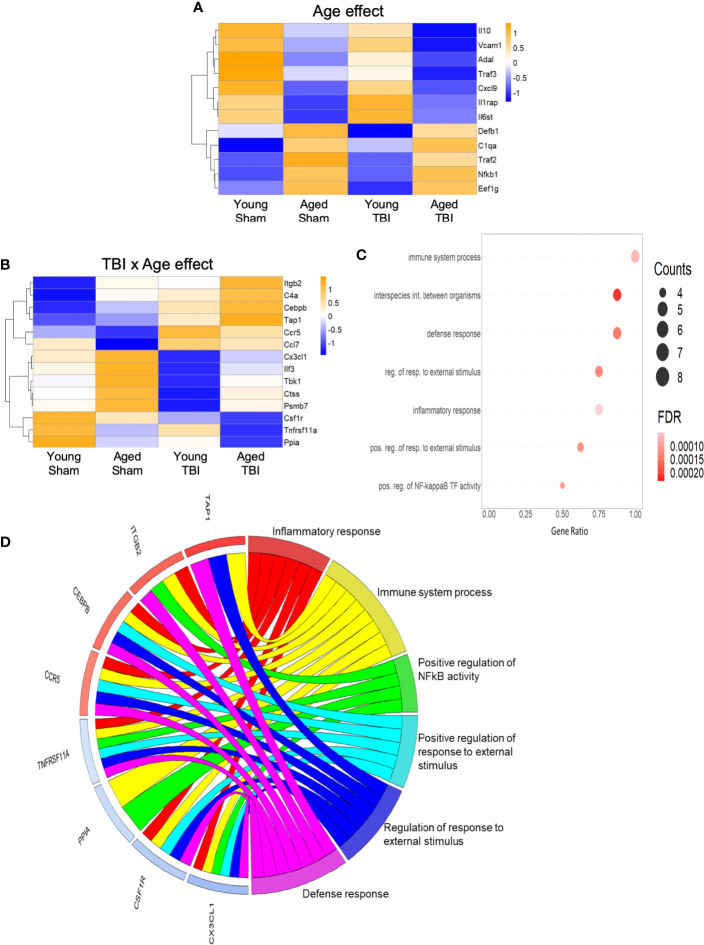
Inflammatory gene expression in injured cortex is also altered by age alone or combined aged plus TBI. **(A)** Expression map of transcripts that were significantly altered by age only. Of these 12, only 4 had R2 values of >0.80 (**Supplemental Table 2**), indicating that the expression of this group contributed only minimally to the regression model. Biological function GO terms could not be assigned to this group, due to their small number. The heat map color scale reflects normalized log-transformed raw counts scaled to z-scores, where -1=darker blue=decreased expression and 1=darker yellow=increased expression. **(B)** Expression map of transcripts that were significantly altered by TBI and age (14 genes, 9 with R2 >0.80). The heat map color-scale reflects normalized log-transformed raw counts scaled to z-scores, where -1=darker blue=decreased expression and 1=darker yellow=increased expression. **(C)** Dot plot of biological function GO terms enriched in the group of transcripts that was significantly altered by TBI and age (R2>0.85). The list of individual genes and their significance values appears in **Supplemental Table 3**. The color of the dots is based on adjusted p-value (FDR) with the darker color (red) corresponding to higher/greater p-value, and lighter color (violet) corresponding to lower/smaller p values. The radius of the dots is based on the number of genes assigned to the term. The x axis corresponds to the gene ratio, which is the ratio of genes within the dataset represented within a given GO term and total number of genes assigned the term. There was no secondary thresholding for injury coefficients. The term “interspecies int. between organisms” is abbreviated from the full formal name = biological process involved in interspecies interaction between organisms, “reg. of resp. to external stimulus” abbreviated from = regulation of response to external stimulus, “pos. reg. of resp. to external stimulus” for = positive regulation of response to external stimulus, and “pos. reg. of NF-kappa B TF activity” for = positive regulation of NF-kappaB TF activity. **(D)** CIRCOs plot shows the involvement of genes from **(B)** with multiple roles in the biological functions defined in **(C)**. The red and blue bars next to each individual gene indicate increased (red) or decreased (blue) expression of the gene, where intensity of shading indicates the relative change (dark/greater to light/less). Cebpb, Cx3cl1, Ccr5 and Csf1r have a wide range of functions, and were associated with 5 of the 6 GO terms.

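The ordinary regression of log2(normalized count + 1) on injury and age group was fitted to obtain R2. Of the 12 genes, 4 exceeded 0.80, namely Nfkb1 at 0.882, Il1rap at 0.872, Il6st at 0.838 and Adal at 0.813, and the lowest was Cxcl9.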

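Of the 14 genes altered by TBI and age, 9 had an R2 above 0.80 in the regression on injury and age group. Cebpb had the highest R2, 0.908, followed by Csf1r at 0.906, and the lowest value was that of Psmb7 at 0.713.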

The C-X3-C motif chemokine ligand 1 (Cx3cl1; fractalkine) is primarily expressed by neurons, where it interacts with the Cx3cl1 receptor on microglia to maintain them in a quiescent/inactivated state (56). It is possible that the increase in Cx3cl1 observed with aging may reflect chronic homeostatic upregulation to protect against activation of microglia during normal aging. The decrease in Cx3cl1 after TBI may reflect injury-induced loss of the neurons that produce Cx3cl1, or a decrease in Cx3cl1 synthesis by intact neurons that would result in enhanced activation of microglia following TBI (56). 

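Cx3cl1 had a normalized count of 6289 ± 949 in young sham, 3104 ± 652 in young TBI, 9376 ± 1530 in aged sham and 4853 ± 1233 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). Its log2 fold change with TBI was -1.00 (standard error 0.12, adjusted p = 7.41e-08), and it was higher in aged mice by 0.60 (standard error 0.12, adjusted p = 0.000865). The difference between aged and young sham mice was 0.57 (standard error 0.17, adjusted p = 0.034), and between aged and young TBI mice 0.64 (standard error 0.17, adjusted p = 0.0209). These 2 differences passed the threshold in 17 and 19 of the 23 fits that left out 1 mouse, and neither passed it with median scaling (0.50 and 0.60). The first fell short without young sham replicate 1 (0.52), 2 (0.55) or 4 (0.54) or aged sham replicate 2 (0.55), 4 (0.55) or 6 (0.51), and the second without young TBI replicate 3 (0.58) or 4 (0.54) or aged TBI replicate 2 (0.59) or 5 (0.52).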

The potential of these important inflammatory regulators (Cepbp, Csf1r, Cx3cl1) as well as several others (Itgb2, Ccr5, Tnfrsf11a) that have multipotent roles in inflammatory processes is depicted in a CIRCOs plot (**Figure 3D**). This analysis shows the association of these individual transcripts with GO terms for a broad range of inflammatory/immune defense functions.

We next focused on genes that are classically linked to neuroinflammation **(** **Figure 4A** **)**. 

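With TBI, 11 of the 12 genes Il1b, Il6, Ccl2, Ccl3, C1qa, C1qb, C3, C4a, Relb, Nfkbia, Nfkb2 and Cybb were higher past the threshold when accounting for age. The log2 fold change was 4.67 (standard error 0.18, adjusted p = 6.7e-17) for Ccl3, 2.13 (standard error 0.41, adjusted p = 8.59e-05) for C3, 1.90 (standard error 0.15, adjusted p = 1.35e-10) for Cybb and 0.28 (standard error 0.07, adjusted p = 0.00247) for C1qb. Il6, Ccl2 and C3 lay at background in both sham groups, Ccl3 in young and Il1b in aged shams, where the size of a fold change is set in part by background. Relb rose by 0.76 and Nfkbia by 0.69, with adjusted p-values of 8.38e-05 and 1.4e-05. C1qa did not pass, at 0.13 (standard error 0.07, adjusted p = 0.109), and was called with reference gene scaling (0.47). With median scaling, which lowers every TBI effect, the directions of C1qa (-0.78), C1qb (-0.63), Relb (-0.15) and Nfkbia (-0.22) turned negative. With age, Ccl3, C1qa and C4a were higher past the threshold, Ccl3 at 0.56 (standard error 0.18, adjusted p = 0.0318) and in 15 of the 23 fits that left out 1 mouse. It fell short without young TBI replicate 1 (0.53), young sham replicate 1 (0.48) or 4 (0.51), aged sham replicate 2 (0.52), 5 (0.51) or 6 (0.47), or aged TBI replicate 4 (0.53) or 6 (0.54). The other genes did not pass, with log2 differences of -0.55 (adjusted p = 0.155) for Il1b, -0.07 (adjusted p = 0.857) for Il6, 0.22 (adjusted p = 0.638) for Ccl2, 0.06 (adjusted p = 0.834) for Cybb and 0.22 (adjusted p = 0.329) for Relb. Under positive control scaling C1qb (0.54), Relb (0.64), Nfkbia (0.57) and Cybb (0.47) did pass for age.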

Significantly, a number of genes associated with pro-inflammatory responses, including cytokines (Il1b, Il6), chemokines (Ccl2, Ccl3), complement pathway (C1qa, C1qb, C3, C4a), NFkB signaling (Relb, Nfkbia, Nfkb2) and NOX2 activity (Cybb) were upregulated with TBI and aging. Of note, NOX2 inhibition improves neurological recovery after TBI and reduces chronic neurodegeneration (57, 58). The age-related increase in the expression of genes associated with the complement system agrees with prior reports suggesting this pathway is enhanced in aging (59–61). There was also increased expression of a number of genes linked to DAMs (Csf1, Tyrobp, Ccl6) (55). 

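Csf1 had a log2 fold change of 0.79 (standard error 0.10, adjusted p = 1.24e-07) with TBI, Tyrobp of 0.69 (standard error 0.09, adjusted p = 1.69e-07) and Ccl6, which lay at background in sham mice, of 2.23 (standard error 0.24, adjusted p = 2.36e-08). With median scaling Csf1 and Tyrobp turned negative, at -0.12 and -0.22. None of the 3 genes differed with age past the threshold, at 0.14 (adjusted p = 0.359) for Csf1, 0.00 (adjusted p = 0.975) for Tyrobp and -0.43 (adjusted p = 0.244) for Ccl6, although Csf1 did under positive control scaling (0.56, adjusted p = 0.000443) and Tyrobp as well (0.41, adjusted p = 0.00757).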

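The log2 fold change of Trem2 with TBI was -0.37 (standard error 0.11, adjusted p = 0.0038) when accounting for age. It was near 0 with reference gene scaling, at -0.03 (adjusted p = 0.782), and turned to 0.27 (adjusted p = 0.0252) under positive control scaling. Its difference with age was -0.28 (standard error 0.11, adjusted p = 0.0709), short of the threshold. That difference passed with reference gene scaling (-0.29, adjusted p = 0.0222), in edgeR (-0.30, adjusted p = 0.0471), and in 3 of the 23 fits that left out 1 mouse, those without young sham replicate 1 (-0.31, adjusted p = 0.044), young TBI replicate 4 (-0.31, adjusted p = 0.0435) or aged sham replicate 2 (-0.31, adjusted p = 0.0416).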

For down-regulated genes, Trem2 expression was decreased by age and TBI. The genetic associations of Trem2 loss-of-function variants (e.g. R47H) with AD and other forms of dementia highlight the essential role of microglial Trem2 in maintaining homeostasis in brain (62).

**Figure 4:**
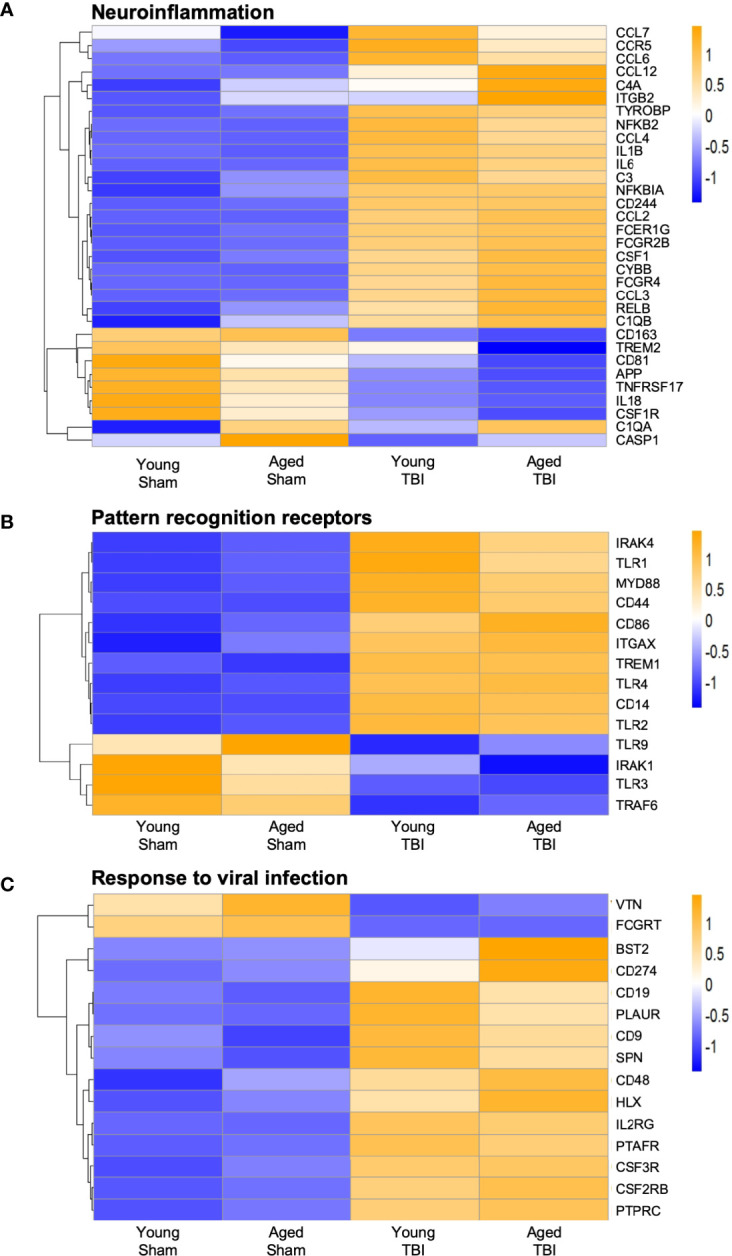
Expression of selected genes related to neuroinflammation, pattern recognition receptor, and response to viral infection. Selected transcripts were grouped by known or suspected functions related to neuroinflammation**(A)**, pattern recognition receptors **(B)** and viral infection **(C)**. Blue (cool colors) were used to graph low expression levels and orange (warmer colors) depict higher expression levels. For A-C, the heat map color scale reflects normalized log-transformed raw counts scaled to z-scores, where -1=darker blue=decreased expression and 1=darker yellow=increased expression. For most but not all transcripts, TBI increases expression. For some transcripts, TBI in aged mice shows the highest level of expression, but this age effect was not statistically significant for any transcript in the TBI only group.

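Tlr2 and Tlr1, both at background in sham mice, had log2 fold changes with TBI of 2.35 (standard error 0.15, adjusted p = 1.72e-12) and 1.83 (standard error 0.15, adjusted p = 1.67e-10), and Tlr4 had one of 0.92 (standard error 0.11, adjusted p = 1.28e-07). Myd88 rose by 1.35 (standard error 0.15, adjusted p = 1.95e-08) and Irak4 by 0.60 (standard error 0.10, adjusted p = 1.64e-05). With median scaling Tlr4 was near 0 (0.02) and Irak4 turned negative (-0.30), and the other directions held under each scaling. None of these genes differed between aged and young mice past the threshold, the log2 differences lying between -0.04 for Irak4 and 0.19 for Tlr2, whereas under positive control scaling all 5 did, from 0.37 for Irak4 to 0.59 for Tlr2.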

When we reviewed PRRs we found a significant increase in TLR gene expression, such as Tlr1, Tlr2 and Tlr4, and increased expression of downstream signaling genes such as Irak4 and Myd88 **(** **Figure 4B** **)**. Although classically associated with the recognition of invading pathogens, preclinical studies demonstrate that inhibition of TLR2 and TLR4 is neuroprotective following TBI (63, 64). 

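Tlr9 fell by 0.83 (standard error 0.15, adjusted p = 4.87e-05) and Tlr3 by 0.50 (standard error 0.09, adjusted p = 5.84e-05) on the log2 scale with TBI. Tlr3 lost the call with reference gene scaling (-0.17, adjusted p = 0.105) and turned to 0.14 under positive control scaling, under which Tlr9 remained negative at -0.21 (adjusted p = 0.336).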

There was also a significant decrease in the expression of Tlr9 and Tlr3, suggesting differential regulation of TLRs following TBI. Overall, the data demonstrate that TBI results in upregulation of genes associated with neuroinflammation and microglial reactivity to DAMPs.

### Viral Infection and Type I Interferon Pathways Are Upregulated in Aged TBI Mice

NanoString analysis also identified genes associated with increased viral infection in young and aged TBI mice when compared to age-matched sham mice **(** **Figure 4C** **)**. These viral genes included Bst2, CD274 and Hlx. 

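Bst2 had a normalized count of 109 ± 39.9 in young sham, 268 ± 60 in young TBI, 129 ± 34.6 in aged sham and 717 ± 314 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). Its log2 fold change with TBI was 1.35 (standard error 0.27, adjusted p = 0.000218) in young and 2.40 (standard error 0.26, adjusted p = 4.68e-08) in aged mice, and it was higher in aged than in young TBI mice by 1.33 (standard error 0.27, adjusted p = 0.0026). Cd274 rose by 1.37 (standard error 0.24, adjusted p = 4.58e-05) in young and 1.90 (standard error 0.23, adjusted p = 2.79e-07) in aged mice. Its difference between the TBI groups, 0.85 (standard error 0.24, adjusted p = 0.027), passed the threshold in 17 of the 23 fits that left out 1 mouse and not in those without young TBI replicates 3 (0.84), 4 (0.69) or 5 (0.77) or aged TBI replicates 1 (0.76), 4 (0.76) or 6 (0.80). Hlx, at background in sham mice, rose by 1.37 (standard error 0.29, adjusted p = 0.000398) in young and 1.44 (standard error 0.28, adjusted p = 0.000157) in aged mice and did not differ between the TBI groups (0.38 (adjusted p = 0.545)). The interaction of TBI and age did not pass the threshold for Bst2 (1.05 (adjusted p = 0.384)), Cd274 (0.53 (adjusted p = 0.923)) or Hlx (0.06 (adjusted p = 0.998)). With median scaling none of the 3 genes passed in young mice, at 0.42, 0.45 and 0.45, with directions kept.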

Notably, various genes traditionally associated with viral responses have been reported to be upregulated after CNS injury and during chronic neurodegeneration (2, 6, 17, 65). Given this viral response signature and the recent identification of IFN-I signaling in TBI pathobiology, we next investigated if there were any age-related changes in IFN-I genes following TBI.

A number of genes classically associated with the IFN-I response were also elevated in the young and aged TBI brain **(** **Figure 5A** **).** Stat1, Stat2 and Stat3 genes, three downstream transcription factors associated with IFN-I signaling (66), were increased following TBI, and both Stat1 and Stat2 gene expression were further increased in aged TBI mice. 

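The normalized count of Stat2 was 91.3 ± 29.2 in young sham, 163 ± 20.3 in young TBI, 97 ± 17.2 in aged sham and 298 ± 134 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). Stat2 rose with TBI by 0.89 (standard error 0.26, adjusted p = 0.00591) on the log2 scale in young and 1.51 (standard error 0.25, adjusted p = 1.89e-05) in aged mice, turning to -0.04 in young mice with median scaling. Stat3 rose by 1.56 (standard error 0.14, adjusted p = 2.02e-09) and 1.50 (standard error 0.13, adjusted p = 1.64e-09). Between aged and young TBI mice, Stat2 was higher by 0.76 (standard error 0.26, adjusted p = 0.0732) and Stat3 by 0.14 (standard error 0.14, adjusted p = 0.659), and neither passed the threshold. Stat2 passed it without young sham replicate 1 (0.76, adjusted p = 0.0441), aged TBI replicate 2 (0.87, adjusted p = 0.0457) or aged TBI replicate 3 (0.90, adjusted p = 0.0288). Between the sham groups the difference was 0.13 (adjusted p = 0.803) for Stat2. The interaction was 0.63 (adjusted p = 0.878) for Stat2 and -0.06 (adjusted p = 0.994) for Stat3, neither past the threshold over all genes.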

Irf1, Irf5 and Irf7, three IRF family members that are implicated in pro-inflammatory responses in macrophages (32), were increased in young and aged TBI mice. Consistent with previous reports that Irf7 is increased with advanced age (13), we observed that Irf7 expression was highest in the aged TBI group. In addition, the expression of a number of genes associated with IFN-I responses were also increased in aged TBI mice, including Ifi35, Irgm1, Ifi204, Ifih1, and Ddx58. 

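Irf7 had a normalized count of 20.9 ± 8.03 in young sham, 77.5 ± 26.9 in young TBI, 32.5 ± 14 in aged sham and 187 ± 38.6 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). It rose with TBI by 1.84 (standard error 0.31, adjusted p = 2.64e-05) in young and 2.57 (standard error 0.29, adjusted p = 1.16e-07) in aged mice. Irf7 lay at background in young shams, so the sizes of its rise in young mice and of its interaction are set in part by background. Aged exceeded young TBI mice by 1.32 (standard error 0.31, adjusted p = 0.008), while the difference of 0.59 (adjusted p = 0.249) between the sham groups did not pass the threshold and the interaction was 0.73 (adjusted p = 0.878). Irf1 rose by 0.64 (adjusted p = 0.0016) in young and 0.61 (adjusted p = 0.00181) in aged mice and Irf5 by 0.77 (adjusted p = 0.000412) and 0.69 (adjusted p = 0.000864). With median scaling these turned to -0.28 and -0.28 for Irf1 and to -0.15 and -0.20 for Irf5. Neither differed between the TBI groups, at -0.18 (adjusted p = 0.595) for Irf1 and -0.03 (adjusted p = 0.94) for Irf5, though Irf5 turned to 0.51 (adjusted p = 0.0295) under positive control scaling.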

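In aged mice Ifi204, at background in sham mice, had a log2 fold change with TBI of 3.06 (standard error 0.31, adjusted p = 2.02e-08), Irgm1 of 1.90 (standard error 0.16, adjusted p = 8.67e-10) and Ddx58 of 1.57 (standard error 0.18, adjusted p = 9.74e-08). Ifi35 rose by 1.21 (adjusted p = 1.92e-05) and Ifih1 by 0.67 (adjusted p = 0.00589) in these mice, the latter turning to -0.22 with median scaling. In young mice Ifi204, Irgm1 and Ddx58 passed the threshold at 2.58, 1.17 and 0.63, the last turning to -0.29 with median scaling, whereas Ifi35 and Ifih1 did not, at 0.41 (adjusted p = 0.101) and -0.13 (adjusted p = 0.637). With median scaling Ifi35 turned to -0.51 in young mice and lost the call in aged mice (0.32), and Irgm1 lost it in young mice (0.25), whereas with reference gene scaling Ifi35 passed in young mice (0.77). The normalized count of Ifih1 was 240 ± 50.7 in young sham, 217 ± 15.7 in young TBI, 256 ± 74.4 in aged sham and 406 ± 107 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). Aged exceeded young TBI mice by 0.99 (standard error 0.19, adjusted p = 0.00121) for Ddx58, 0.86 (standard error 0.17, adjusted p = 0.00174) for Irgm1, 0.93 (standard error 0.21, adjusted p = 0.00671) for Ifi35 and 0.86 (standard error 0.20, adjusted p = 0.00831) for Ifih1. Ifi204 stayed short of the threshold at 0.98 (standard error 0.33, adjusted p = 0.0677), and passed it without young TBI replicate 3 (1.22, adjusted p = 0.0205) or aged TBI replicate 2 (1.16, adjusted p = 0.0276). None of the 5 interactions passed over all genes, the largest being that of Ddx58, 0.94 (adjusted p = 0.145), which passed without aged TBI replicate 2 (1.06, adjusted p = 0.0266). These genes are among the 11 that the text names as raised with the IFN-I response, a list the study chose on these mice. The mean log2 value of the list was 6.97 ± 0.14 (SD, n = 6) in young sham, 7.93 ± 0.2 (n = 5) in young TBI, 7.13 ± 0.23 (n = 6) in aged sham and 8.61 ± 0.3 (n = 6) in aged TBI mice. Aged exceeded young TBI mice by a mean of 0.68 over the list, with 9 of 11 genes higher (exact permutation test of the means per mouse, two-sided, p = 0.00433). limma's fry, a rotation test of the list as a set, gave p = 0.000181, and camera, which compares the list with the other genes and here estimates the correlation between genes, gave p = 0.0119. Between the sham groups the difference was 0.16 (exact permutation test, p = 0.188). The interaction, or how much more the list rose with TBI in aged than in young mice, averaged 0.52 (permutation test of the means per mouse, p = 0.0129; limma's fry p = 0.0164, camera p = 0.0234). Both camera calls held under fry. Of the 11 genes, 6 passed the threshold between the TBI groups over all genes and 8 adjusted over the list alone, and for the interaction the counts were 0 and 5, where the counts over the list alone are not independent evidence since the list was chosen on these mice. In edgeR and limma alike 3 genes of the panel had an interaction past the threshold, none of them on the list, against 32 of all genes with an unadjusted p under 0.05 in limma. The interaction of the list moved most under positive control scaling, chosen after seeing the data, to 0.78, and it lay between 0.44 and 0.62 in the fits that left out 1 mouse. The paper states, in the heading of the section, that viral infection and IFN-I pathways are upregulated in aged TBI mice.

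**Figure D3:**
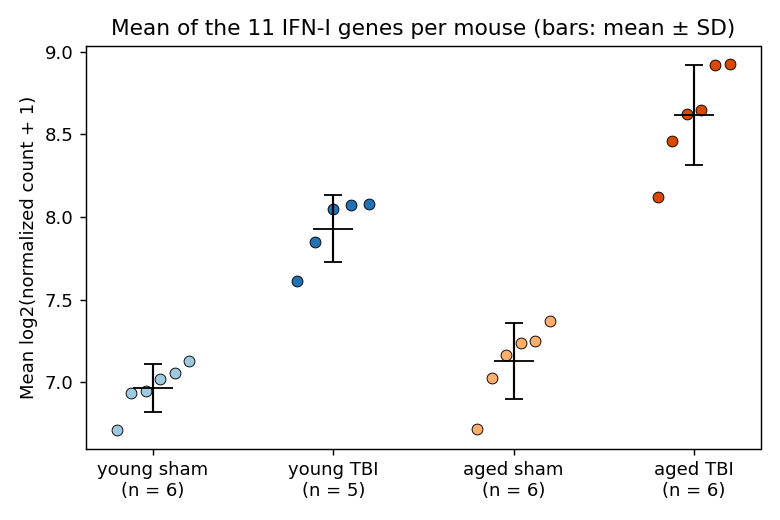
Mean log2(normalized count + 1) of the 11 IFN-I genes in each mouse of the 4 groups, with points for mice and bars for the group mean ± SD. The aged TBI mice average 8.61 and the young TBI mice 7.93, against 7.13 and 6.97 in the shams.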

Significantly, Ifi204, Ifih1 and Ddx58 are also involved in the detection of nucleic acids and lead to induction of IFN-I (67–70). Interestingly, Tbk1, Tlr3 and Ifnar1, all of which contribute to IFN-I signaling, were downregulated following TBI, which could be a compensatory mechanism following TBI.

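Tbk1, the kinase downstream of nucleic acid sensors, had a normalized count of 684 ± 73.5 in young sham, 487 ± 83.9 in young TBI, 1004 ± 174 in aged sham and 703 ± 65.5 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). In the model accounting for age, Tbk1 was lower with TBI at -0.50 (standard error 0.09, adjusted p = 6.06e-05) and Ifnar1 at -0.40 (standard error 0.09, adjusted p = 0.000398). In young mice the log2 fold changes were -0.50 (adjusted p = 0.00424) for Tbk1, -0.58 (adjusted p = 0.0012) for Tlr3 and -0.49 (adjusted p = 0.00271) for Ifnar1, and in aged mice -0.50 (adjusted p = 0.00317), -0.44 (adjusted p = 0.00777) and -0.32 (adjusted p = 0.0363). The decrease of Ifnar1 in aged mice passed the threshold in 16 of the 23 fits that left out 1 mouse and not in those without aged TBI replicate 3 (-0.30), 4 (-0.29) or 6 (-0.32) or aged sham replicate 1 (-0.25), 2 (-0.32), 4 (-0.32) or 6 (-0.28). With reference gene scaling none of the 6 changes within an age passed, at -0.14, -0.22 and -0.13 in young and -0.18, -0.12 and 0.00 in aged mice, and under positive control scaling Tbk1 and Ifnar1 turned positive in both ages and Tlr3 in aged mice (0.32). Tbk1 was higher in aged mice, by 0.54 (standard error 0.13, adjusted p = 0.0126) between the sham groups and 0.54 (standard error 0.14, adjusted p = 0.0147) between the TBI groups, a difference shared by sham and TBI mice. The latter fell short of the threshold without young TBI replicate 3 (0.49, adjusted p = 0.05) or 4 (0.46, adjusted p = 0.0519). The mean of the 3 genes fell by 0.52 in young mice (exact permutation test, p = 0.00216; limma's fry p = 3.32e-05; camera p = 0.162) and by 0.42 in aged mice (exact permutation test, p = 0.00649; fry p = 0.000254; camera p = 0.226).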

**Figure 5:**
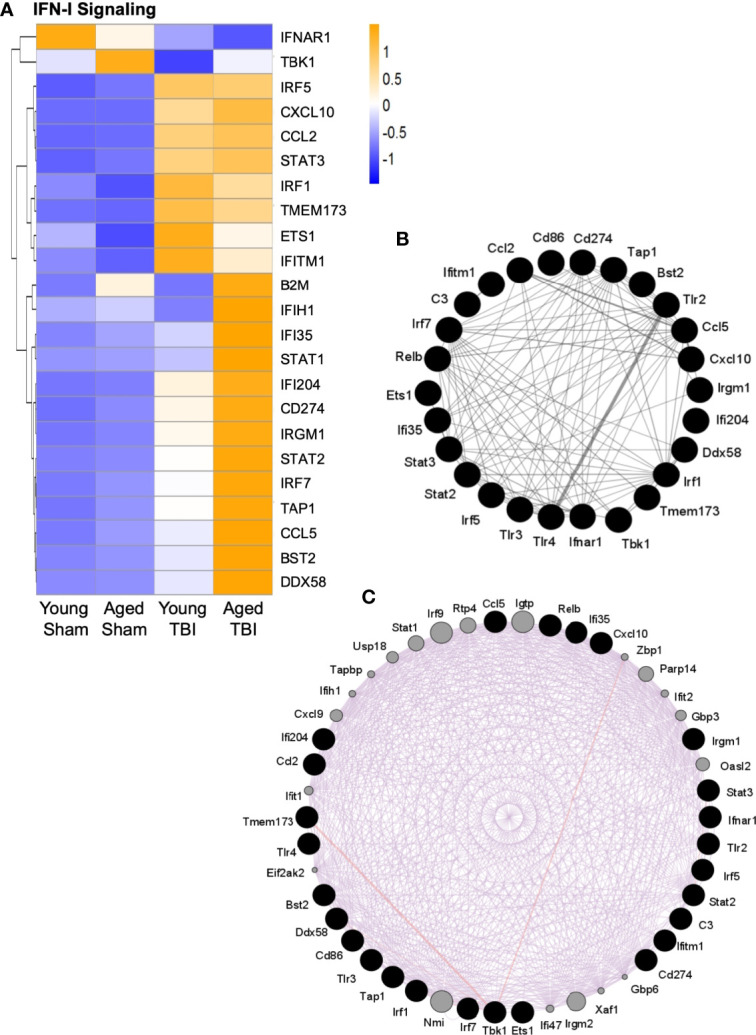
Interaction analysis of selected genes related to IFN-I signaling. Selected transcripts were grouped by known or suspected functions related to IFN-I signaling **(A)**. For most but not all transcripts, TBI increases expression. For some transcripts, TBI in aged mice shows the highest level of expression, and this age effect was statistically significant for several transcripts. The heat map color scale reflects normalized log-transformed raw counts scaled to z-scores, where -1=darker blue=decreased expression and 1=darker yellow=increased expression. **(B, C)** GeneMania (http://www.genemania.org) was used to generate an expression interaction between genes represented in **(A)**. Black nodes are the query genes (from A) and the connections/edges are colored based on interaction type, where **(B)** grey is for interactions between genes whose expression was altered **(A, C)** purple is for predicted interactions between genes in **(A)** (black nodes) and other genes (grey nodes) based on literature citations. The width of the edges is controlled by the evidence of the interaction, where thicker edges denote more evidence of interaction between the attached genes/nodes. Specific interaction values for each gene are shown in **Supplemental Table 6**.

As multiple transcripts related to IFN-I signaling were activated by TBI (**Figure 5A**), it was possible to evaluate these for potential interactions. The GeneMANIA tool was used to search publicly available primary data from biological datasets (BioGrid, PathwayCommons) that identify physical and/or functional interactions between genes. Multiple specific interactions were supported among the IFN-I signaling transcripts that are altered by TBI (**Figure 5B**). Additional potential interactors were also predicted (**Figure 5C** and **Supplemental Table 6**). These included IFN-I signaling genes that were not on the NanoString immunology panel used here, such as z-DNA-binding protein 1 (Zbp1), poly(ADP-ribose)polymerase 14 (PARP14), Ubiquitin-specific peptidase 18 (USP18), IRF9 and interferon-induced, double-stranded RNA-activated protein kinase (eif2AK2, also known as PKR). To our knowledge, these have not previously been associated with TBI, although they are established participants in IFN-I antiviral responses. Zbp1 is a nucleic acid sensing pattern recognition receptor that promotes inflammation and cell death *via* the RIPK1/RIPK3–FADD–caspase-8 pathway (71). IRF9 shares homology with other IRF proteins and similarly regulates IFN-stimulated gene expression, in part through STAT proteins (72). PKR promotes inflammation by activating NLRP1, NLRP3 and AIM2 inflammasomes (73, 74). In contrast, USP18 is a negative regulator of IFN-I signaling (75) and PARP14 may have anti-inflammatory properties by limiting STAT activation (76).

### TBI Induces an Enhanced IFN-I Gene Signature in the Cortex and Hippocampus of Aged Mice

As a complimentary method to support the NanoString data, and to focus on our interest in IFN-I responses, we assessed the expression of selected genes in the IFN-I pathway by qRT-PCR. RNA from ipsilateral cortex and hippocampus of sham and TBI young (3 month-old) and aged (22 month-old) mice was used in this analysis. We first quantified IFN-β because we had previously identified it to be an important driver of secondary neuroinflammation after TBI (11). TBI significantly increased Ifnb1 mRNA expression in young and aged mice (F_(1,30)_=69.72, p<0.0001; **Figure 6A**). There was a significant age effect (F_(1,30)_=6.571, p=0.0156), and there was also a significant interaction between TBI and age (F_(1,30)_=6.118, p=0.0193). Post-hoc analysis revealed an age-related increase in cortical Ifnb1 mRNA expression in aged TBI mice (p=0.0034, young TBI *vs.* aged TBI). We next evaluated the expression of a number of IFN-dependent genes in the cortex, including Irf7 (**Figure 6B**), Ifi204 (**Figure 6C**) and Isg15 (**Figure 6D**) mRNAs. TBI robustly increased the mRNA expression of Irf7 (F_(1,30)_=84.98, p<0.0001), Ifi204 (F_(1,30)_=215.4, p<0.0001) and Isg15 (F_(1,30)_=17.76, p=0.0002). There was a significant age effect on Irf7 (F_(1,30)_=29.85, p<0.0001), Ifi204 (F_(1,30)_=47.09, p<0.0001), and Isg15 (F_(1,30)_=9.96, p=0.0036), and a significant interaction of TBI and age for all genes (Irf7 (F_(1,30)_=26.43, p<0.0001); Ifi204 (F_(1,30)_=42.95, p<0.0001); Isg15 (F_(1,19)_=9.699, p=0.004)). Post-hoc analysis revealed a significant increase in Irf7, Ifi204 and Isg15 mRNA expression in aged TBI mice (Irf7, p<0.0001; Ifi204, p<0.0001; Isg15, p=0.0003; young TBI *vs.* aged TBI).

**Figure 6:**
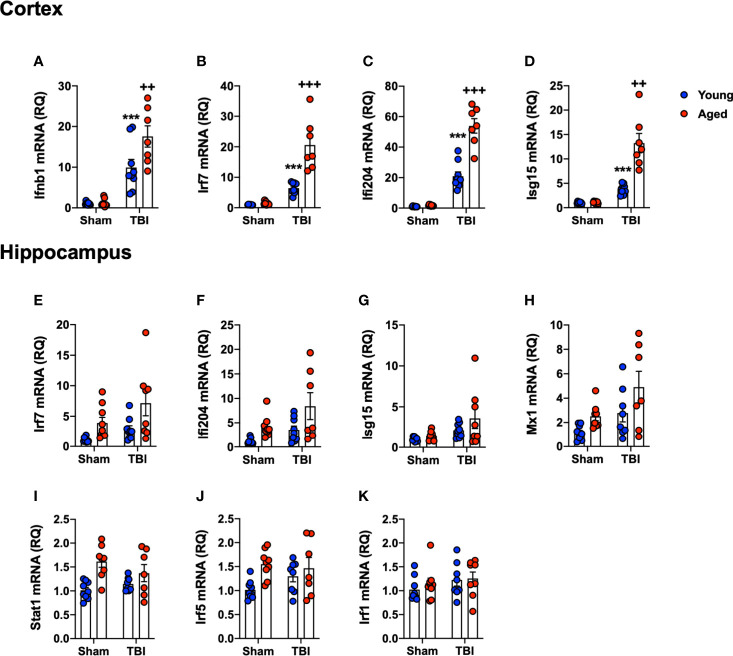
Confirmation analysis of IFN-I genes the cortex and hippocampus of young and aged sham and TBI mice. Cortical and hippocampal expression of genes associated with IFN-I signature were assessed in young and aged sham and TBI at 24 hours post-injury. In the cortex, TBI significantly increased mRNA expression of Ifnb1 (p<0.0001, **A**), Irf7 (p=0.0014, **B**), Ifi204 (p<0.0001, **C**) and Isg15 (p=0.0002, **D**) in young and aged mice. The TBI-induced increase in Ifnb1, Ifi204, Irf7 and Isg15 was significantly elevated in the cortex of aged mice. In the hippocampus, TBI significantly increased expression of a number of IFN-I related genes in young and aged mice, Irf7 (p=0.0105, **E**), Ifi204 (p=0.0133, **F**), Isg15 (p=0.0135, **G**) and Mx1 (p=0.0078, **H**). Age also significantly increased expression of Irf7 (p=0.005, **E**), Ifi204 (p=0.0028, **F**), and Mx1 (p=0.0041, **H**), but there was no significant interaction between age and TBI. Age significantly increased the expression of Stat1 (p=0.0006, **I**) and Irf5 (p=0.0091, **J**), but there was no effect of TBI on either gene. No effect of age or TBI was observed on Irf1 mRNA expression **(K)**. Data expressed as Mean ± SEM. ***p < 0.001 *vs.* sham (effect of TBI) and ^++^p < 0.01, ^+++^p < 0.001 young TBI *vs* aged TBI. Two-way ANOVA using Tukey post-hoc tests, (n=7-9/group).

We had previously shown IFN-I pathway activation at more distant sites from the primary lesion, such as the ipsilateral hippocampus (11). Therefore, we measured IFN-related gene expression levels in the hippocampus [Irf7 (**Figure 6E**), Ifi204 (**Figure 6F**), Isg15 (**Figure 6G**), Mx1 (**Figure 6H**), Stat1 (**Figure 6I**), Irf5 (**Figure 6J**) and Irf1 (**Figure 6K**)]. TBI increased hippocampal expression of IFN genes at 24 hours post-injury (Irf7, F_(1,30)_=5.167, p=0.0105; Ifi204, F_(1,30)_=6.917, p=0.0133; Isg15, F_(1,30)_ =6.899, p=0.0135: Mx1, F_(1,30)_=8.205, p=0.0078). There was a significant age effect on Irf7 (F_(1,30)_=13.87, p=0.0008), Ifi204 (F_(1,30)_=9.824, p=0.0038) and Mx1 (F_(1,30)_=6.207, p=0.0189); however, there was no interaction between TBI and age. While there was no effect of TBI on Irf5 or Stat1, age alone significantly increased the expression of these genes (Irf5, F_(1,30)_=7.810, p=0.0091; Stat1, F_(1,30)_=14.72, p=0.0006). There was no effect of age or TBI on Irf1 mRNA expression (**Figure 6K**). Overall, these data confirm the NanoString analysis, and demonstrates that TBI in aged animals increases IFN-I signature genes in both the cortex and hippocampus.

### TBI Induces Age-Related Activation of cGAS Pathway in the Injured Cortex

Having observed enhanced expression of IFN-I related genes in the aged brain by NanoString, Western blotting was performed to analyze the activation of pathways related to IFN-I activity. Previously, we demonstrated that the cGAS/STING pathway is activated acutely after TBI (11), and activation of cGAS and STING induces the production of IFN-I (24, 77). Using ipsilateral cortical tissue from sham and CCI young (3 month-old) and aged (22 month-old) collected at 24 hours post-injury we found that TBI leads to a robust induction in cGAS protein expression (F_(1,11)_=98.57, p<0.0001; **Figures 7A, B** **)**. There was a significant age effect (F_(1,11)_=17.61, p=0.0015), and a significant interaction between TBI and age (F_(1,11)_=16.71, p=0.0018). Post-hoc analysis revealed significantly increased cGAS protein expression in aged TBI mice (p=0.0007, young TBI *vs.* aged TBI). In contrast, no effect of TBI or age was observed for STING expression (**Figures 7A, C** **)**.

**Figure 7:**
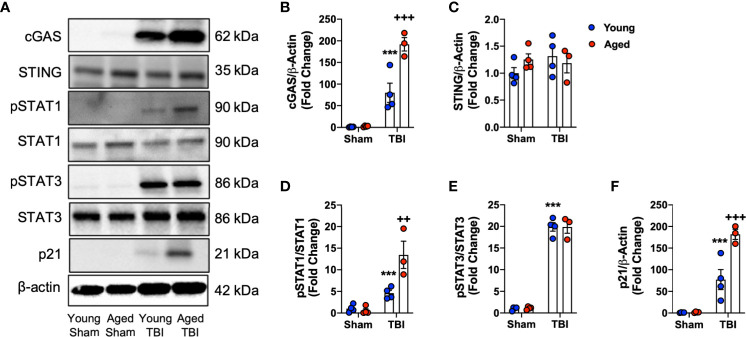
Biochemical analysis of cGAS/STING and IFN-I signaling pathways in the cortex of young and aged sham and TBI mice. Cortical protein expression of cGAS, STING and other downstream mediators of IFN-I signaling was assessed by Western immunoblotting in young and aged Sham and TBI mice at 24 hours post-injury. Representative Western blots are shown in **(A)**. TBI increased expression of cGAS (p<0.0001, **B**) protein compared to sham mice. The TBI effect was significantly increased in aged mice (cGAS p=0.0007, young TBI *vs* aged TBI). There was no effect of TBI or age on STING **(C)** protein expression. The expression of pSTAT1 protein was significantly increased in the cortex of TBI mice compared to sham mice (p=0.001, **D**). The TBI effect was significantly increased in aged mice (p=0.0146, young TBI *vs* aged TBI). The expression of pSTAT3 protein was significantly increased in the cortex of TBI mice compared to sham mice (p<0.0001, **E**). There was no age-related effect observed. TBI significantly increased p21 expression in young and aged mice (p<0.0001, **F**). The TBI effect was significantly increased in aged mice (p<0.0001, young TBI *vs* aged TBI). Data expressed as Mean ± SEM. ***p < 0.001 *vs.* sham (effect of TBI) and ^++^p < 0.01, ^+++^p < 0.001 young TBI *vs* aged TBI. Two-way ANOVA using Tukey post-hoc tests, (n=3-4/group).

STAT1 and STAT3 are two key downstream effector molecules of IFN-I signaling (78, 79). We determined that TBI increased cortical expression of pSTAT1 (**Figures 7A, D** **)** and pSTAT3 (**Figures 7A, E** **)** in young and aged mice (pSTAT1, F_(1,11)_=39.62, p<0.0001; pSTAT3, F_(1,11)_=557.9, p<0.0001). There was a significant effect of age on pSTAT1 expression (F_(1,11)_=10.24, p=0.0084) and a significant interaction between TBI and age (F_(1,11)_=12.77, p=0.0044). Post-hoc analysis revealed significantly increased pSTAT1 expression in aged TBI mice (p=0.0035, young TBI *vs.* aged TBI). There was no effect of age on pSTAT3 signaling. We also examined the expression of p21^cip1a^, which is associated with IFN-I responses and control of cell cycle (80, 81). TBI increased cortical expression of p21^cip1a^ (**Figures 7A, F** **)** in young and aged mice (F_(1,11)_=92.55, p<0.001). There was a significant age effect on p21^cip1a^ expression (F_(1,11)_=15.59, p=0.00238) and a significant interaction between TBI and age (F_(1,8)_=15.16, p=0.0025). Post-hoc analysis revealed significantly increased p21^cip1a^ expression in aged TBI mice (p=0.0146, young TBI *vs.* aged TBI). Overall, these data demonstrate that cGAS is activated in an age-dependent manner and that IFN-I associated responses (e.g. p21^cip1a^) are amplified in the aged cortex following TBI.

## Discussion

Age is a major risk factor for worsened overall outcomes following TBI (82). In the preclinical setting, we, and others, have demonstrated age-related differences in the neuroimmune response to TBI (8–10), which is characterized by enhanced inflammatory gene expression and dysregulated microglial activation. This can result in increased neurodegeneration and exaggerated neurological impairments in injured animals. However, the mechanisms that drive age-related inflammatory changes remain unknown. IFN-I contribute to secondary neuroinflammation after TBI and inhibiting this pathway provides significant neuroprotection (11, 12, 17). IFN-I have also been implicated in the development of age-related neurodegenerative diseases (14, 18, 83). Our data demonstrates that TBI in aged mice is associated with an enhanced IFN-I signature during the acute phase post-injury, which may contribute to the detrimental neuroinflammatory response and neurological deficits observed in aged TBI animals.

DNA released from dying cells can act as an alarmin, resulting in the activation of the immune response (77). Previously we, and others, demonstrated that the cGAS/STING pathway, a critical component of the cytosolic DNA sensing machinery, is robustly activated following TBI (11, 17). An interesting finding in this study is that genes associated with pathways that are involved in recognition of foreign RNA molecules are also elevated following TBI. Sensing of viral RNA is linked with the induction of IFN-I signaling (84–86). Ifih1(MDA5) and Ddx58 (RIG-I) are robustly elevated following TBI and the expression levels of both genes are significantly greater in aged TBI mice. RIG-I has been shown to contribute to the inflammatory response in the brain following cerebral ischemia and Japanese encephalitis virus infection (87–89). This raises the intriguing possibility that RNA released from dying cells may also play a role in promoting inflammatory processes in the injured brain; here, we provide evidence that this may be exaggerated in the aged TBI brain.

Our hypothesis was that increased cell death in aged TBI animals would result in excessive activation of cGAS/STING signaling. While there was no effect of age on DNA damage and activation of cell death markers, the effect of TBI on cGAS protein expression was significantly increased in the injured cortex of aged compared to young mice. A recent preclinical study demonstrated that pharmacological inhibition of cGAS following ischemic stroke in young mice reduced neuroinflammation and tissue loss (16). Interestingly, we found that STING protein expression was not altered at 24 hours post-injury, consistent with a prior study (17). However, we previously observed TBI-induced increase in STING protein expression at more delayed time points (72 hours post-injury) (11). 

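The NanoString panel lists Sting as Tmem173. In the cortex 24 h after injury its log2 fold change was 1.56 (standard error 0.27, adjusted p = 4.43e-05) in young and 1.57 (standard error 0.26, adjusted p = 2.37e-05) in aged mice, with an interaction of 0.00 (adjusted p = 0.998). Tmem173 lay at background in sham mice, at a log2 value over background of -1.03 in young and -1.18 in aged shams, so that the size of its fold changes is set in part by background and a difference between the ages could be missed. Aged and young TBI mice differed by -0.19 (adjusted p = 0.772), and aged and young sham mice by -0.19 (adjusted p = 0.724).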

Others have shown that Sting (Tmem173) mRNA is induced within the first 24 hours after TBI (17), which we confirm in this study. These data suggest that translation of STING protein occurs later than cGAS, or raises the possibility that the later increase in STING protein expression could be a result of peripheral immune cell infiltration following TBI. Notably, prior studies have demonstrated that peripherally-derived brain macrophages contribute to IFNAR signaling and IFN-I responses in the CNS acutely after TBI (12). While there may be no effect of age on STING expression, a previous report demonstrated that age was associated with a gain of function in STING activity (90). Therefore, while we observe no change in STING protein expression, STING activity may be enhanced in the aged TBI brain. Alternatively, the TBI-induced increase in cGAS may be independent of STING activation. In support of this, it has been shown that cGAS is essential for cellular senescence *via* a STING independent mechanism (91). We previously demonstrated that TBI in aged mice increased microglial expression of senescence markers, including p21^cip1a^ and p16^ink4a^ (8). Here, we confirmed that p21^cip1a^ expression after TBI was significantly greater in aged compared to young mice. Future studies will investigate whether age-related alterations in microglial senescence following TBI is due to increased cGAS activation.

We also determined that there was an age-related increase in phosphorylation of STAT1, a key mediator of IFN-I responses (78), following TBI. There were no age-related alterations in STAT3 activation after TBI, and previous work in immune cells has shown STAT3 limits pro-inflammatory activity of IFN-I by promoting anti-inflammatory responses (79, 92, 93). This is intriguing because it suggests that TBI in aged animals leads to an increased activation of pathways associated with pro-inflammatory IFN-I responses, while anti-inflammatory pathways, such as STAT3, are unaltered.

There is mounting evidence that IFN-I propagate inflammatory processes during normal aging (94, 95). Baruch and colleagues demonstrated that inhibition of IFN-I signaling alleviated the cognitive decline observed in aged mice (2). This is reflected in human microglia, where RNAseq analysis identified that aged microglia have a distinct phenotype, including expression of several IFN-I pathway genes such as Irf7 and Sting (Tmem173) (96). One of the most interesting findings in the current study is that while there was no evidence of enhanced activation of cell death pathways, the induction of IFN-I genes was significantly elevated following TBI. This suggests defective regulation of IFN-I in aged animals, rather than increased induction due to hyperactivated DNA damage or cell death responses after TBI. In support of this, our data show that IFN-I genes are elevated in the cortex and hippocampus of uninjured aged animals. These include a number of genes involved in the induction of IFNs, such as Tbk1. 

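Trem2 had a normalized count of 173 ± 19.2 in young sham, 153 ± 34.7 in young TBI, 159 ± 23.9 in aged sham and 111 ± 13.3 in aged TBI mice (SD, n = 6 per group and 5 in young TBI). With TBI it fell by 0.52 (standard error 0.14, adjusted p = 0.00376) on the log2 scale in aged mice, while in young mice the change was -0.21 (standard error 0.15, adjusted p = 0.261). The interaction, which tests whether these changes differ, did not pass the threshold at -0.31 (standard error 0.21, adjusted p = 0.938). Aged and young TBI mice differed by -0.44 (adjusted p = 0.0731), which passed the threshold without young TBI replicate 4 (-0.55, adjusted p = 0.0235). With reference gene scaling the decrease in aged mice was no longer called (-0.21, adjusted p = 0.163) and the difference between the TBI groups was (-0.48, adjusted p = 0.0102), and with positive control scaling the change in aged mice turned to 0.23 (adjusted p = 0.155).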

Interestingly, we found that the expression of Trem2 was decreased in aged TBI only. This may be significant because loss of Trem2 has been shown to increase IFN-I signaling (97). While IFN-I have been shown to be detrimental in CNS, it is important to reemphasize their critical role in homeostasis (98), where loss of IFN-I decreases capabilities to mount an effective immune response following infection (99). Based on our initial observations and other recent studies (11, 12, 17), investigation of TBI-induced IFN-I responses in aged animals is an important area for further investigation.

IFN-I play a significant role in age-related neurodegenerative diseases (13, 18, 28). There is increased expression of IFN-I and IFN-related genes in brain tissues across a number of mouse models of AD (18, 19, 83). Deletion of IFNAR reduces neuroinflammation and leads to improved cognitive function in the APP/PS1 mouse of AD (18). In the 5xFAD model, it has been shown that IFN-β promotes neuroinflammation and neurodegeneration (19). Notably, microglia that surrounded amyloid plaques exhibited increased expression of IFN-I genes. Our data demonstrates that IFN-related genes are increased in the uninjured aged brain, and that following TBI there is an enhanced IFN-I signature within the aged brain. Interestingly, increased activation of IFN-I signaling represents a key difference in response to ischemic stroke between young and aged mice (100), where microglia and oligodendrocytes appear to be the primary cellular source of the upregulated IFN-I signature.

Our study has several limitations that are important to discuss. One of these is that the transcriptional analysis by NanoString was carried out on cortical tissue, and thus we are unable to identify the cellular populations responsible for the IFN-I gene signatures. A recent study using a CCI model in young adult mice indicates that neurons release IFN-β in response to TBI which leads to activation of colocalized microglia (101). In contrast, Karve and colleagues provided evidence that peripheral immune cells drive the IFN-I response in the brain following TBI (12), while another recent RNAseq study identified unique microglial and astrocyte transcriptomes enriched for IFN-I following lateral fluid percussion injury in mice (102). Almost all cell types in the body can produce IFN-I (103), and it is likely that all damaged cells release IFN-I in the brain following TBI. What is clear, from our study and others, is that following TBI, IFN-I play a role in promoting pro-inflammatory neuroinflammatory responses. Future studies will focus on pinpointing the cellular source of IFN-I and identifying molecular targets that can modulate the microglial response to IFN-I stimulation after TBI.

Another limitation is that our preclinical aging study was performed in male C57Bl/6 mice so analysis of important sex differences was not possible. We previously identified sex differences in neuroimmune responses after TBI in young (3 month-old) male and female mice, whereby males had a more robust inflammatory activation acutely after TBI mediated by a rapid infiltration of pro-inflammatory macrophages to brain and robust proliferation of brain resident microglia (104, 105). The described sex differences may be age-dependent because aged females do not experience the same neuroprotection as young females (106). The underlying mechanisms are unknown, but findings from the related field of ischemic stroke indicates that this might be associated with a more pro-inflammatory microglial activation phenotype and decreased sex hormones (e.g. estrogens) in aged females (106). Further studies of age by sex interactions are clearly needed to advance basic understanding of the neuroimmunology of TBI; this is a critical next step towards developing personalized and effective treatments for TBI (107).

In summary, in this preclinical study we demonstrate that TBI in aged animals induces a robust neuroinflammatory response that is associated with increased activation of cGAS and expression of IFN-related genes. These findings identify cGAS pathway activation and IFN-I signaling as important therapeutic targets for TBI that may alleviate age-related complications following acute and chronic brain injury.

## Data Availability Statement

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation. Normalized NanoString data are publicly available on GEO (GSE180811).

## Ethics Statement

All surgical procedures were carried out in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Maryland School of Medicine.

## Author Contributions

JB contributed to study design, performed *in vivo* studies, collected data, performed data analysis, and manuscript preparation. SK contributed to study conception and design, and manuscript preparation. SB performed analysis and figure preparations. HG-D performed statistical modeling and analysis. BS contributed with experimental design. DL contributed to study conception and design, manuscript preparation, and funding. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported, in part, by NCMRR-DC Core for Molecular and Functional Outcome Measures in Rehabilitation Medicine NICHD R24HD050846 (DL/SK), NIH R01NS082308 (DL), NIH R01NS110756 (DL/BS), NIH R01NS096002 (BS), U.S. Veterans Affairs grant 1I01 RX001993 (BS), and Science Foundation Ireland grant 17/FRL/4860 (DL).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Traumatic Brain Injury Induces cGAS Activation and Type I Interferon Signaling in Aged Mice
**Source:** Front Immunol. 2021 Aug 24;12:710608. doi: 10.3389/fimmu.2021.710608
**Supplement:** Supplementary file 2

Barrett JP, Knoblach SM, Bhattacharya S, Gordish-Dressman H, Stoica BA and Loane DJ (2021) Traumatic Brain Injury Induces cGAS Activation and Type I Interferon Signaling in Aged Mice. *Front. Immunol.* 12:710608. doi: 10.3389/fimmu.2021.710608

**Supplementary Tables 1-6.**

| **Supplemental Table 2: Immune Transcripts Significantly Affected By Age Alone in Young Adult and Aged Mice** | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **gene** | **model** | **N** | **model r2** | **injury coefficient** | **injury SE** | **unadj injury p-value** | **adj injury p-value** | **age coefficient** | **age SE** | **unadj age p-value** | **adj age p-value** |  | **Normality p-value - uninjured** | **Normality p-value - TBI** |  |
| **Nfkb1** | Linear regression | 23 | 0.8821 | 0.035 | 0.062 | 0.585 | 0.999 | 0.758 | 0.062 | 1.04E-10 | 5.85E-08 |  | 0.2808 | 0.0234 |  |
| **Il1rap** | Linear regression | 23 | 0.8718 | 0.104 | 0.043 | 0.026 | 0.999 | -0.498 | 0.043 | 2.84E-10 | 1.59E-07 |  | 0.1434 | 0.3000 |  |
| **Il6st** | Linear regression | 23 | 0.8384 | 0.140 | 0.060 | 0.031 | 0.999 | -0.604 | 0.060 | 3.11E-09 | 1.73E-06 |  | 0.7229 | 0.0420 |  |
| **Adal** | Linear regression | 23 | 0.8133 | -0.283 | 0.077 | 0.002 | 0.437 | -0.650 | 0.077 | 5.36E-08 | 2.97E-05 |  | 0.5362 | 0.5378 |  |
| **Traf2** | Linear regression | 23 | 0.7794 | -0.119 | 0.076 | 0.134 | 0.999 | 0.636 | 0.076 | 6.29E-08 | 3.49E-05 |  | 0.0425 | 0.1780 |  |
| **C1qa** | Linear regression | 23 | 0.7772 | 0.089 | 0.034 | 0.015 | 0.999 | 0.261 | 0.034 | 1.75E-07 | 9.66E-05 |  | 0.1590 | 0.7750 |  |
| **Eef1g** | Linear regression | 23 | 0.7689 | -0.072 | 0.057 | 0.224 | 0.999 | 0.463 | 0.057 | 9.44E-08 | 5.22E-05 |  | 0.5924 | 0.0251 |  |
| **Traf3** | Linear regression | 23 | 0.7370 | -0.354 | 0.080 | 2.55E-04 | 0.083 | -0.465 | 0.080 | 1.07E-05 | 0.006 |  | 0.9285 | 0.4775 |  |
| **Defb1** | Linear regression | 23 | 0.7368 | -0.572 | 0.152 | 0.001 | 0.350 | 1.006 | 0.152 | 1.87E-06 | 0.001 |  | 0.6712 | 0.2421 |  |
| **Il10** | Linear regression | 23 | 0.6381 | -0.444 | 0.156 | 0.010 | 0.999 | -0.789 | 0.156 | 5.83E-05 | 0.032 |  | 0.4685 | 0.7338 |  |
| **Vcam1** | Linear regression | 23 | 0.5834 | -0.163 | 0.100 | 0.118 | 0.999 | -0.493 | 0.100 | 7.63E-05 | 0.041 |  | 0.7333 | 0.1776 |  |
| **Cxcl9** | Linear regression | 23 | 0.5607 | -0.114 | 0.153 | 0.464 | 0.999 | -0.760 | 0.153 | 7.58E-05 | 0.041 |  | 0.0487 | 0.7069 |  |
| R2 represents the overall coefficient for the regression model that TBI and age affect transcript expression (higher value=greater effect). It is the amount of variability in expression that is accounted for by the combination of TBI and age. The injury coefficient reflects the difference in expression between subjects with TBI vs shams, while accounting for age. It is the prediction of expression given that all mice were the same age. Positive (increased) or negative (decreased) values indicate expression in mice with TBI compared to shams. The age coefficient reflects the difference in expression between aged or young mice, while accounting for TBI. Positive (increased) or negative (decreased) values indicate expression in aged mice compared to young mice. Note the scale is a log scale. SE=Standard error of the coefficient. Unadjusted injury or age values reflect the raw p-value testing the null hypotheses that the injury or age coefficients are 0, respectively. Unadjusted p-value <0.05 is highlighted in red. Adjusted p-values represent the raw p-values with Benjamini-Hochberg correction for multiple comparisons. Adjusted p-value <0.05 is highlighted in red. Normality columns show the normality of individual gene expression values in Sham/uninjured or TBI mice, respectively, where a p-value <0.05 indicates a departure from normality (highlighted in blue). The lower the p-value, the greater the departure from normality, signifying that regression results for these genes should be interpreted with caution. | | | | | | | | | | | | | | | |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |

| **Supplemental Table 3: Immune Transcripts Significantly Affected By TBI and AGE in Young Adult and Aged Mice** | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **gene** | **model** | **N** | **model r2** | **injury coefficient** | **injury SE** | **unadj injury p-value** | **adj injury p-value** | **age coefficient** | **age SE** | **unadj age p-value** | **adj age p-value** |  | **Normality p-value - uninjured** | **Normality p-value - TBI** |  |
| **Cebpb** | Linear regression | 23 | 0.9075 | 0.916 | 0.075 | 1.04E-10 | 5.38E-08 | 0.478 | 0.075 | 3.37E-06 | 0.002 |  | 0.8955 | 0.7657 |  |
| **Csf1r** | Linear regression | 23 | 0.9061 | -0.530 | 0.043 | 7.02E-11 | 3.65E-08 | -0.238 | 0.043 | 1.80E-05 | 0.010 |  | 0.2482 | 0.3161 |  |
| **Ccr5** | Linear regression | 23 | 0.8986 | 0.806 | 0.065 | 6.75E-11 | 3.52E-08 | -0.335 | 0.065 | 4.42E-05 | 0.024 |  | 0.2693 | 0.2326 |  |
| **Tap1** | Linear regression | 23 | 0.8948 | 1.143 | 0.097 | 1.77E-10 | 9.05E-08 | 0.481 | 0.097 | 7.31E-05 | 0.039 |  | 0.3109 | 0.5571 |  |
| **Itgb2** | Linear regression | 23 | 0.8937 | 0.979 | 0.114 | 3.86E-08 | 1.75E-05 | 1.063 | 0.114 | 1.02E-08 | 5.67E-06 |  | 0.0939 | 0.2573 |  |
| **Tnfrsf11a** | Linear regression | 23 | 0.8920 | -0.279 | 0.053 | 4.20E-05 | 0.015 | -0.614 | 0.053 | 2.88E-10 | 1.61E-07 |  | 0.2004 | 0.0578 |  |
| **Ppia** | Linear regression | 23 | 0.8830 | -0.370 | 0.051 | 5.43E-07 | 2.32E-04 | -0.491 | 0.051 | 6.30E-09 | 3.51E-06 |  | 0.1953 | 0.0539 |  |
| **C4a** | Linear regression | 23 | 0.8812 | 1.212 | 0.134 | 1.59E-08 | 7.48E-06 | 1.031 | 0.134 | 2.04E-07 | 1.13E-04 |  | 0.0418 | 0.1990 |  |
| **Cx3cl1** | Linear regression | 23 | 0.8357 | -0.692 | 0.079 | 2.59E-08 | 1.19E-05 | 0.418 | 0.079 | 3.31E-05 | 0.018 |  | 0.8144 | 0.8578 |  |
| **Ccl7** | Linear regression | 23 | 0.7883 | 1.406 | 0.216 | 2.39E-06 | 0.001 | -1.285 | 0.216 | 8.06E-06 | 0.004 |  | 0.0054 | 0.0277 |  |
| **Tbk1** | Linear regression | 23 | 0.7857 | -0.347 | 0.058 | 8.27E-06 | 0.003 | 0.376 | 0.058 | 2.84E-06 | 0.002 |  | 0.4688 | 0.4337 |  |
| **Ctss** | Linear regression | 23 | 0.7579 | -0.251 | 0.048 | 3.93E-05 | 0.014 | 0.294 | 0.048 | 5.12E-06 | 0.003 |  | 0.2841 | 0.1697 |  |
| **Ilf3** | Linear regression | 23 | 0.7522 | -0.303 | 0.048 | 3.93E-06 | 0.002 | 0.236 | 0.048 | 8.82E-05 | 0.047 |  | 0.6323 | 0.7938 |  |
| **Psmb7** | Linear regression | 23 | 0.7125 | -0.316 | 0.064 | 7.44E-05 | 0.026 | 0.331 | 0.064 | 4.23E-05 | 0.023 |  | 0.3965 | 0.7225 |  |
| R2 represents the overall coefficient for the regression model that TBI and age affect transcript expression (higher value=greater effect). It is the amount of variability in expression that is accounted for by the combination of TBI and age. The injury coefficient reflects the difference in expression between subjects with TBI vs shams, while accounting for age. It is the prediction of expression given that all mice were the same age. Positive (increased) or negative (decreased) values indicate expression in mice with TBI compared to shams. The age coefficient reflects the difference in expression between aged or young mice, while accounting for TBI. Positive (increased) or negative (decreased) values indicate expression in aged mice compared to young mice. Note the scale is a log scale. SE=Standard error of the coefficient. Unadjusted injury or age values reflect the raw p-value testing the null hypotheses that the injury or age coefficients are 0, respectively. Unadjusted p-value <0.05 is highlighted in red. Adjusted p-values represent the raw p-values with Benjamini-Hochberg correction for multiple comparisons. Adjusted p-value <0.05 is highlighted in red. Normality columns show the normality of individual gene expression values in Sham/uninjured or TBI mice, respectively, where a p-value <0.05 indicates a departure from normality (highlighted in blue). The lower the p-value, the greater the departure from normality, signifying that regression results for these genes should be interpreted with caution. | | | | | | | | | | | | | | | |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |

| **Supplemental Table 5 - Individual z-scores and genes that contribute to each canonical pathway in Ingenuity Pathway Analysis.** | | | | | | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Canonical Pathways** | **z-score** | **-log(p-value)** | **Transcripts Significantly Altered by TBI Only** | | | | | | | **Ratio** | |
| Cardiac Hypertrophy Signalling (Enhanced) | 3.051 | 10.6 | ATP,CSF2RB,CXCR2,CYBB,IL13RA1,IL18,IL1B,IL1R2,IL6,ITGA5,LIF,NFKB2,STAT3,TNFRSF1B | | | | | | | 0.0275 | |
| TREM1 Signalling | 2.714 | 16.3 | CCL2,CD86,FCGR2B,IL18,IL1B,IL6,ITGA5,NFKB2,STAT3,TLR1,TLR2 | | | | |  |  | 0.145 | |
| Hepatic Fibrosis Signalling Pathway | 2.714 | 8.49 | CCL2,CCL5,CYBB,IL18,IL1B,IL1R2,IL1RN,ITGA5,NFKB2,STAT3,TNFRSF1B | | | | | |  | 0.0284 | |
| Osteoarthritis Pathway | 2.646 | 9.59 | ATP,CXCR2,IL1B,IL1R2,ITGA5,NFKB2,S100A8,S100A9,TLR2,TNFRSF1B | | | | |  |  | 0.0441 | |
| Tumour Microenvironment Pathway | 2.646 | 6.37 | CCL2,CD44,IL1B,IL6,ITGA5,NFKB2,STAT3 | | |  |  |  |  | 0.0378 | |
| Role of NFAT in Regulation of the Immune Response | 2.646 | 6.34 | BLNK,CD86,FCER1G,FCGR1A,FCGR2B,FCGR3A/FCGR3B,NFKB2 | | | | |  |  | 0.0374 | |
| Dendritic Cell Maturation | 2.53 | 13.4 | CD86,FCER1G,FCGR1A,FCGR2B,FCGR3A/FCGR3B,IL18,IL1B,IL1RN,IL6,NFKB2,TLR2,TNFRSF1B | | | | | | | 0.0649 | |
| Neuroinflammation Signalling Pathway | 2.496 | 12 | APP,ATP,CCL2,CCL5,CD86,CXCL10,CYBB,IL18,IL1B,IL6,NFKB2,TLR1,TLR2 | | | | | |  | 0.0413 | |
| Th17 Activation Pathway | 2.449 | 8.44 | FCER1G,IL1B,IL6,NFKB2,RUNX1,SOCS3,STAT3 | | |  |  |  |  | 0.0753 | |
| Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses | 2.449 | 8.3 | CCL5,IL18,IL1B,IL6,LIF,NFKB2,TLR1,TLR2 | | |  |  |  |  | 0.0519 | |
| Role of MAPK Signalling in Inhibiting the Pathogenesis of Influenza | 2.449 | 7.35 | CCL2,CCL5,CXCL10,IL1B,IL6,NFKB2 | |  |  |  |  |  | 0.0769 | |
| Production of Nitric Oxide and Reactive Oxygen Species in Macrophages | 2.449 | 5.01 | CYBB,NCF4,NFKB2,S100A8,TLR2,TNFRSF1B | | |  |  |  |  | 0.0308 | |
| Role of Hypercytokinemia/  hyperchemokinemia in the Pathogenesis of Influenza | 2.333 | 12 | CCL2,CCL4,CCL5,CXCL10,IL18,IL1B,IL1RN,IL6,NFKB2 | | | |  |  |  | 0.103 | |
| NF-κB Signalling | 2.333 | 9.17 | FCER1G,IL18,IL1B,IL1R2,IL1RN,NFKB2,TLR1,TLR2,TNFRSF1B | | | | |  |  | 0.0503 | |
| Differential Regulation of Cytokine Production in Macrophages and T Helper Cells by IL-17A and IL-17F | 2.236 | 9.14 | CCL2,CCL4,CCL5,IL1B,IL6 |  |  |  |  |  |  | 0.278 | |
| Role of IL-17F in Allergic Inflammatory Airway Diseases | 2.236 | 8.95 | CCL2,CCL4,CXCL10,IL1B,IL6,NFKB2 | |  |  |  |  |  | 0.14 | |
| LPS/IL-1 Mediated Inhibition of RXR Function | 2.236 | 6.95 | ABCB1,ALAS1,CD14,IL18,IL1B,IL1R2,IL1RN,TNFRSF1B | | | |  |  |  | 0.0348 | |
| LXR/RXR Activation | -2.714 | 15.4 | CCL2,CD14,IL18,IL1B,IL1R2,IL1RN,IL6,MSR1,NFKB2,S100A8,TNFRSF1B,VTN | | | | | |  | 0.0938 | |

How the deposited data were processed for this re-analysis (not part of the article)

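Reporter counts of the NanoString nCounter Mouse Immunology Panel were measured in the cortex of 23 male mice, 6 young sham, 5 young TBI, 6 aged sham and 6 aged TBI mice, 24 h after mild CCI or sham surgery. The deposited signal values are reporter counts that the authors scaled in nSolver by the positive controls and the geometric mean of the housekeeping genes, as the methods state. The methods also state a log transformation, which the deposited values do not carry, since they run on a linear scale from 1 to 134151. The deposited file holds 547 panel genes, 14 reference genes, and 6 positive and 8 negative control probes. The control probes are unscaled and were left out of every test of genes. Raw instrument files were not used here, and the cartridge or run of each mouse is not given in the sources used here.

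For each mouse the scaling factor was taken as the largest step of which its low values are whole multiples, and dividing by it gave whole numbers for 99.97% of 12903 values within 0.006, with values listed at 1, the floor of the deposited values, taken as whole. The recovered totals ranged from 58980 to 637543 reporters per mouse. The factor ranged from 0.605 to 9.55, so that 1 reporter weighs up to 9.55 normalized counts in the mouse of lowest total, and counting error is largest in that mouse and in low genes. A gene was taken to lie at background when its mean log2 recovered count over the mice was not above the mean over the mice of the log2 of their background, the mean plus 2 SD of the negative controls of a mouse, which held for 183 genes. The same comparison over the mice of a sham group alone gave the genes at background in that group.

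Values were analyzed as log2(normalized count + 1) in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided moderated tests). A model with injury and age group gave the TBI effect, the age effect and the classes of genes changed by TBI alone, age alone or both. A model with 1 mean per group gave TBI against sham in each age, aged against young in sham and in TBI mice, and the interaction of TBI and age. P-values were adjusted by the Benjamini-Hochberg method over all genes within a comparison, and an adjusted p of at most 0.05 was the threshold. For the fold change analysis an absolute log2 fold change above 1.5 was required as well. R2 came from ordinary regression of log2(normalized count + 1) on injury and age group. Principal components used all genes scaled to unit variance, with permutation tests of the scores (100000 permutations). Lists of genes were tested by limma's fry and camera, the latter with an estimated correlation, and by exact permutation tests of the mean log2 value per mouse between the ages. After the results were seen, permutation tests of these means were added for TBI against sham within an age (exact) and for the interaction (100000 permutations of the residuals of the model with injury and age group).

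The lists were the 11 genes that the text names as raised with the IFN-I response, the 3 genes it names as lowered, and further interferon-stimulated genes, of which 11 of 42 are on the panel. Marker lists were used for neutrophils, monocytes, microglia, T cells and B cells, along with the 14 reference genes. The choice of tests, comparisons, lists and the first set of alternatives was made before the data were examined. The genes named in the text were set by a rule fixed at the same time: every gene named in the text of the results, every gene of Supplemental Tables 2 and 3, the genes of Supplemental Table 5 behind the IL-17 and LXR/RXR statements, and the 5 genes of smallest p past the threshold in each comparison. The values in the paper's tables had been seen when that rule was written. Some genes under this rule are not reported here.

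The alternatives were scaling to the reference genes, centering on the median gene, leaving out the lowest 25% of genes, a pseudocount of 10, ordinary regression, an intensity trend, Hochberg's adjustment, the number series of the mice as a covariate, a block for the replicate number, other fold change thresholds, unscaled genes in the principal components, a wider IFN-I list, and leaving out each of the 23 mice in turn. After the data were seen, 6 more were added: no pseudocount, ordinary regression with Hochberg's adjustment and no pseudocount, scaling by the positive controls alone, only genes above background, edgeR 4.0.16 (quasi-likelihood test on the recovered counts), and leaving out the 2 mice of lowest count. edgeR called 361 genes for TBI and 105 for age. Comparisons were also repeated on 100 splits of the same mice.

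The procedure was tested on simulated data with 200 changed genes. It recovered 98% of them for the TBI effect, 97.5% for age, 91% for TBI in young and in aged mice, 88.5% between sham groups, 90% between TBI groups and 79% for the interaction, with 2.5 to 4.71% of calls false. Every planted change was at least 1 in size on the log2 scale, and genes were drawn independently. For the interaction, the aged TBI mice alone were changed. Recovery of smaller changes, such as the mean interaction of 0.524 of the IFN-I list, was not tested. The text was prepared with Python 3.11.15 for the tables of the paper and the plots. The qRT-PCR, Western blot and hippocampal experiments were not analysed here.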

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

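The tests on Ccl7, Cxcl13, Ifit2 and the T cell list, the test of separate runs for the IFN-I genes, the permutation tests of interactions and the test of 6 of the further interferon-stimulated genes were chosen after the results had been seen, and the positive control scaling used in some of them was added after seeing the data.

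The recovered count of young sham replicate 1 was 58980, against 400800 to 501100 in the other 5 young sham mice, and its gap to the nearest mouse was 0.773 of the range of the group, above the critical value of Dixon's test for 6 mice. This mouse also lay farther from the other young shams across genes, at a root mean square log2 distance of 0.714, against 0.42 to 0.52 among the others, most of all over genes at background (0.972 against 0.577 to 0.707). After the other 5 mice were thinned to its total, its distance was 0.552, within their range of 0.548 to 0.621, and its gap on PC2 dropped from 0.463 to 0.0435 of the range. The low count is therefore a candidate explanation for its distance. The reason for the low count was not tested, and the design gives no biological explanation.

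Single mice lay apart in 6 further groups. Gaps relative to the range were 0.743 for Csf1r in young TBI replicate 3 (745.2 normalized counts against 542 to 594.3), 0.792 for Csf1r in aged TBI replicate 2 (420.6 against 502.2 to 523.6), 0.849 for Ccl7 in young TBI replicate 3 (883.5 against 353.7 to 433.4), 0.635 for Ccl7 in aged TBI replicate 2 (140.7 against 301.4 to 393.8) and 0.65 for Ifit2 in young sham replicate 1 (515.6 against 317.7 to 387). For the T cell list, aged TBI replicate 3 had a gap of 0.725, with a mean log2 value of 3.78 against 4.04 to 4.14. In all, 7 of 96 groups over 24 measures showed such a mouse, where chance gives about 4.8 at 1 in 20. No technical or biological explanation was tested for these 6 gaps. Young sham replicate 1, apart for Ifit2, is also the mouse of lowest count.

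TBI raised Ccl7 more in aged than in young mice, with an interaction of 2.3 on the log2 scale (limma adjusted p = 0.000376). The difference lay in the shams, where aged mice were lower by 2.93 (adjusted p = 6.91e-09). A single mouse is argued against by the largest adjusted p with each mouse left out, 6.33e-08, and the scaling by the largest adjusted p under the 3 other scalings, 1.6e-07. A level of monocyte chemokines raised as a group in the young shams stays open. The mean of Ccl2, Ccl12 and Ccl8 was 0.365 in aged minus young sham mice (Ccl2 0.17, limma adjusted p = 0.852; Ccl12 0.73, adjusted p = 0.19; Ccl8 0.2, adjusted p = 0.8), but Ccl2 and Ccl8 lay at background in the shams. An added background of the Ccl7 probe in the young mice stays open as well. Ccl7 plotted on Ccl2 had slopes of 0.132 (SE 0.014) in young and 0.125 (SE 0.0072) in aged mice but intercepts of 250 (SE 22.3) and 34.6 (SE 11.8), a difference of 215 normalized counts. From these values an added background and a higher expression in young mice cannot be told apart, since each adds a constant, and an effect of age remains untested.

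Cxcl13 had an interaction of 2.79 (limma adjusted p = 0.00581) and lay at background on average over the mice. A single mouse is argued against by the largest adjusted p with each mouse left out, 0.0163 without young TBI replicate 1, and the scaling by the largest adjusted p under the 3 other scalings, 0.0235. Separate runs of the ages stay open, since the sham difference of -0.07 lies at background, where a shift would not show. More B cells in the aged injured cortex stay open too, as the B cell list was -0.186 in aged minus young TBI mice (exact permutation test, p = 0.331), with Blnk at 819 ± 253 in young and 832 ± 149 in aged TBI mice (SD, n = 5 and 6) and 1 of its 7 genes above background in shams. Cross-hybridization and other cell types were not tested. That TBI may induce Cxcl13 more in aged mice stays a hypothesis, tested on the data it was found in.

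Ifit2 had an interaction of 1.08 (limma adjusted p = 0.0314). The sham difference was -0.37, opposite in sign to the difference of 0.71 between the TBI groups. Separate runs stay open all the same, because the spiked-in controls did not differ alike between the ages in sham and TBI mice (interaction of the log2 ratio of the first to the second, -0.144, permutation test, p = 0.00235). The largest adjusted p was 0.0839 with each mouse left out, without young TBI replicate 4, and 0.05 under the other scalings, and the call held in 10 of 23 fits. It was lost without young TBI replicates 1, 4 or 5, young sham replicates 1, 2 or 6, aged TBI replicates 3, 4 or 6 or aged sham replicates 2, 3, 4 or 5, where the interaction was 0.99 or more. Whether a single mouse or the scaling brings this gene past the threshold cannot be told apart from an effect of age, because the p-value lies so near the threshold. As a count, the 3 genes with an interaction were matched or exceeded in 2 of 100 splits of the mice, the real one included, with 6 genes at most in another split. These splits shuffled age within sham and within TBI mice, which removes the effect of age along with the interaction. They therefore do not test the interaction alone, and chance is excluded neither for the count nor for each gene.

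The 11 IFN-I genes named in the text rose with TBI by 0.524 more in aged than in young mice on the log2 scale (permutation test of the means per mouse, p = 0.0129; limma's fry p = 0.0164). This interaction removes a shift that is alike in sham and TBI mice. Separate runs stay open, because the spiked-in controls did not differ alike between the ages in sham and TBI mice. The log2 ratio of the first to the second had an interaction of -0.144 (permutation test, p = 0.00235). The spiked-in proportions differed between aged and young TBI mice (distance 0.128, exact permutation test, p = 0.00216). Between the sham groups the distance was 0.136 (exact permutation test, p = 0.149). The scaling is argued against by the largest fry p between the TBI groups under the 3 other scalings, 0.000117, with mean differences of 0.642, 0.645 and 1.227, and depth by the fry p of 0.000187 after each TBI mouse was thinned to 268365 reporters, with a mean of 0.703. More infiltrating leukocytes in the aged cortex stay open. The neutrophil, monocyte and T cell lists differed by -0.154, -0.284 and -0.262 in aged minus young TBI mice, the first 2 within their spread (exact permutation tests, p = 0.656, 0.394 and 0.013). Their most abundant genes were S100a8 at 3990 ± 1550 in young and 3140 ± 1820 in aged TBI mice, Msr1 at 315 ± 106 and 241 ± 51.4, and Cd6 at 84.5 ± 44.4 and 70.5 ± 6.83 (SD, n = 5 and 6). On the panel were 8, 5 and 10 genes of these lists, of which 3, 0 and 4 were above background in shams. A general rise of genes induced by TBI is argued against by the 172 other genes raised by TBI, whose mean was -0.105 (SD 0.39), and 0 percent of 10000 random sets of 11 of them had as high a mean. A stronger IFN-I response to TBI in aged mice is a hypothesis that these tests leave open, as the study chose the genes on these mice and 0 of the 11 interactions passed over all genes. The paper has other evidence for it, which was not analyzed here. It reports interactions of TBI and age in the cortex by qRT-PCR for Ifnb1, Irf7, Ifi204 and Isg15, and by Western blot for pSTAT1.

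The T cell list, 10 genes, fell with TBI in aged mice and not in young mice, with an interaction of -0.367 on the log2 scale (permutation test of the means per mouse, p = 0.00666, adjusted over the 5 marker lists p = 0.0333; limma's fry p = 0.0191, camera p = 0.0308). The change with TBI was -0.034 in young (exact permutation test, p = 0.801) and -0.401 in aged mice (exact permutation test, p = 0.00216), and aged TBI mice were lower than young TBI mice (-0.262, exact permutation test, p = 0.013; camera p = 0.231). A single mouse is argued against by the fits that left out each mouse, in which the interaction lay between -0.429 and -0.302 and the largest p came without young TBI replicate 3 (permutation test, p = 0.016; limma's fry p = 0.0387). The scaling cannot be told apart from a difference in the response, since the interaction was -0.415 with reference gene scaling (permutation test, p = 0.00456), -0.333 with median scaling (permutation test, p = 0.0462; fry p = 0.0787) and -0.140 with positive control scaling (permutation test, p = 0.494; fry p = 0.641). A scaling factor acting on background counts cannot be told apart from the fall either, because the negative control probes multiplied by each mouse's factor had an interaction of -0.298 (standard error 0.196) and 5 of the 10 genes lay at background, with an interaction of -0.247 for these and -0.487 for the other 5. No gene of the list had an interaction past the threshold over all genes. Fewer T cells in the aged injured cortex is an untested explanation that stays open.

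The 11 further interferon-stimulated genes of the panel, other than the 11 named as raised in the cortex, were higher in aged than in young TBI mice by 0.509, with 11 of 11 higher (fry p = 0.000297, camera p = 0.0132, exact permutation test p = 0.00866). The median was 0.39, and 3 of them passed the threshold over all genes and 6 adjusted over the list alone: Bst2, Tap1 and Ifit2 passed over all genes. Bst2 and Mx1 are named in the text, Mx1 as an IFN-I gene of the hippocampus, Bst2, Cxcl10 and H2-K1 are in Supplemental Table 1 and Tap1 is in Supplemental Table 3, so the list is in part the study's own. The 6 others, Tapbp, Psmb9, Psmb10, B2m, Ifit2 and Irf8, were higher in aged TBI mice by a mean of 0.377 (exact permutation test, p = 0.0108) and in aged sham mice by 0.158 (exact permutation test, p = 0.115), with an interaction of 0.219 (permutation test, p = 0.149). Over all 11, aged sham mice were higher as well, by 0.273 (fry p = 0.0315, exact permutation test p = 0.0173), and the interaction of 0.236 did not pass (fry p = 0.145, permutation test p = 0.16), although by fry it did under median scaling (0.270), under positive control scaling (0.487) and without aged TBI replicate 2 (0.321). The difference between the TBI groups could also come from separate runs of the ages (permutation test of the spiked-in proportions, p = 0.00291), and nothing in these values decides between that and age.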

How the results depend on the processing

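Positive control scaling, no pseudocount, ordinary regression with Hochberg's adjustment and no pseudocount, genes above background, edgeR, and the fits without the 2 mice of lowest count were chosen after seeing the data, and the other alternatives were planned. The cause of each change below was not tested unless it is given.

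The counts of genes for TBI (355), in young (291) and aged mice (281) and in all classes together (386) stayed within 1.5 times their value under the number series as covariate, ordinary regression, an intensity trend, no pseudocount and the fits without the 2 mice of lowest count. The same holds for the other counts under these 5 alternatives. The lists, which were not tested under ordinary regression or an intensity trend, kept their direction and side of the threshold under the others. With a replicate block, for the numbers that the labels repeat between groups, the counts were 363 for TBI, 99 for age and 391 over all classes, and the IFN-I list gave 0.637 between the TBI groups and 0.477 for the interaction. Same-numbered mice of different groups were barely alike (mean r across genes 0.027 over 33 pairs, against -0.0052 over 165 other pairs).

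With each of the 23 mice left out, the counts ranged from 346 to 359 for TBI, 80 to 109 for age, 276 to 304 in young mice, 260 to 304 in aged mice, 30 to 45 between shams, 35 to 46 between TBI groups and 2 to 4 for the interaction. The classes ranged from 371 to 392 genes, of which 280 to 304 were TBI alone, 25 to 34 age alone and 53 to 77 both. Fold change counts ranged from 90 to 103, with 75 to 90 in young mice, 76 to 85 in aged mice and 60 to 67 in both ages. Between the TBI groups 2 to 4 genes exceeded a log2 fold change of 1.5, with 4 without young TBI replicate 3 and 4 without aged TBI replicate 5. The IFN-I list ranged from 0.604 to 0.783 between the TBI groups and 0.443 to 0.624 for the interaction, and the further interferon-stimulated genes from 0.451 to 0.594 and 0.179 to 0.321, the last past the threshold without aged TBI replicate 2. PC1 held 39.2 to 41.4% and PC2 9.62 to 10.1%.

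Hochberg's adjustment, which is stricter by construction, gave 229 genes for TBI, 26 for age, 159 in young mice, 146 in aged mice, 13 between sham groups, 13 between TBI groups and 243 over the classes, with 14 age alone and 12 both. With ordinary regression and no pseudocount in addition, these were 224, 26, 157, 144, 14, 14 and 236, with 12 age alone and 14 both.

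Reference gene scaling gave 68 genes between sham groups (27 higher, 41 lower), 50 age alone and 11.9% on PC2. Median scaling gave 445 genes in aged mice (79 higher, 366 lower), 9 age alone, 163 past the fold change threshold and 131 in young mice, an interaction of 0.270 for the further interferon-stimulated genes, past the threshold by fry, 57.9% on PC1 and 7.16% on PC2. Positive control scaling gave 253 genes for age (242 higher, 11 lower), 86 between sham groups, 216 between TBI groups, 178 TBI alone, 74 age alone and 179 both. Under it 151 genes passed the fold change threshold, 143 in aged mice and 113 in both ages, 13 between the TBI groups, the further interferon-stimulated genes had an interaction of 0.487, again past the threshold, and PC1 and PC2 held 48.0 and 14.3%.

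Without the lowest 25% of genes, fewer genes were tested, 1 gene exceeded a log2 fold change of 1.5 between the TBI groups, and PC1 held 48.2%. Genes above background, again fewer, gave 18 age alone, 1 gene above 1.5 between the TBI groups and 49.3% on PC1. edgeR gave 63 genes between the TBI groups (32 higher, 31 lower), 5 of them above 1.5. A log2 threshold of 1 gave 169 genes, 138 in young mice, 144 in aged mice and 113 in both ages, and a linear threshold of 1.5 gave 273, 232, 222 and 181, as lower thresholds must. Genes that were not scaled gave 65.8% on PC1 and 5.84% on PC2, where variable genes weigh more. All 14 IFN-I genes in place of 11 gave 0.562 between the TBI groups and 0.435 for the interaction. The pseudocount of 10 was run for the TBI effect alone.

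Of 285 values of single genes in the text, the direction and the side of the threshold stayed the same for 254 with reference gene scaling, 235 with median scaling, 207 with positive control scaling, 234 with Hochberg's adjustment (51 weaker), 285 with the number series, 276 with the replicate block, 280 with ordinary regression, 282 with an intensity trend, 284 with no pseudocount, 278 with edgeR and 273 without the 2 mice of lowest count. Of the genes that a filter kept, 274 of 276 values stayed the same without the lowest 25% and 268 of 274 above background, and 80 of 81 did with a pseudocount of 10. With 1 mouse left out, 6416 of 6555 values stayed the same, 108 lost and 31 gained the call, and 0 reversed.

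Directions reversed under the scalings alone. With reference gene scaling, which moved the median of all genes with TBI to 0.243, the TBI effect turned for Mx1 (0.043), Cx3cr1 (0.094) and Eef1g (0.24). With median scaling, which moved that median to -0.976 and so lowers every TBI effect, it turned for C1qa (-0.78), C1qb (-0.63), Relb (-0.15), Nfkbia (-0.22), Csf1 (-0.12), Tyrobp (-0.22), Irak4 (-0.30), Irf1 (-0.28), Irf5 (-0.18), Ifi35 (-0.075), Ifih1 (-0.61), Il1rap (-0.75), Il6st (-0.70) and Nfkb1 (-0.85), in young mice for Stat2 (-0.037), Irf1 (-0.28), Irf5 (-0.15), Ifi35 (-0.51), Ddx58 (-0.29) and Ccl7 (-0.12), and in aged mice for Irf1 (-0.28), Irf5 (-0.20), Ifih1 (-0.22) and Ifit2 (-0.26). With positive control scaling, which moved the median to 0.516 for TBI and 0.355 for age, the TBI effect turned for Tnfrsf11a (0.24), Trem2 (0.27), Tlr3 (0.14), Tbk1 (0.14), Ifnar1 (0.24), Ifnb1 (0.49), Mx1 (0.35), Cx3cr1 (0.40), Alas1 (0.049), Adal (0.23), Cxcl9 (0.44), Eef1g (0.54), Il10 (0.0022), Traf2 (0.47), Traf3 (0.13), Vcam1 (0.41), Ctss (0.28), Ppia (0.11) and Psmb7 (0.19), the age effect for Csf1r (0.072), Tyrobp (0.41), Irak4 (0.37), Tlr3 (0.29), Runx1 (0.30), Il18 (0.038) and Abcb1a (0.0039), TBI in young mice for Tbk1 (0.014), Ifnar1 (0.022) and Ifit2 (0.057), TBI in aged mice for Tbk1 (0.26), Tlr3 (0.32), Ifnar1 (0.44) and Trem2 (0.23), and aged against young TBI for Irf5 (0.51), Tlr3 (0.49) and Ifnar1 (0.40).

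The depth limits low genes most: 183 of the genes lay at background, where 33 were called higher and 37 lower with TBI, and a reporter weighs 9.55 normalized counts in young sham replicate 1.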

Differences from the paper's values

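The comparisons with ordinary regression, Hochberg's adjustment and no pseudocount together, and with positive control scaling, genes above background, edgeR, no pseudocount and the 2 mice of lowest count left out, were chosen after the values had been seen. The other alternatives were set before the data were examined.

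The paper's number of genes changed by TBI, age or both is 236, against 386 here. The values were within 1.5 times of each other without the lowest 25% of genes (343) and with Hochberg's adjustment (243), and not under the other alternatives set before the data were examined. For age alone the paper's number is 12, against 31 here, and median scaling (9) and Hochberg's adjustment (14) came within that range while the others did not. For both TBI and age the paper's number is 14, against 66 here, and Hochberg's adjustment alone among them came within it (12). The paper's number of genes that differ between young and aged TBI mice is 14, which its text gives with the analysis by fold change. With a log2 fold change above 1.5 the number here is 2, and none of the alternatives set before the data were examined came within 1.5 times of the paper's. Positive control scaling, chosen after seeing the values, did (13), and it drops 50 of the 193 genes of the paper's analysis by fold change. With no threshold of fold change, and so on another measure, the number here is 41, and Hochberg's adjustment alone among the alternatives set before the data were examined came within 1.5 times of 14 (13). Genes above background, an alternative chosen after seeing the values, gave 315 genes in all and 18 for age alone, and it drops 22 of the paper's 236 genes from all classes and 6 of its 12 from age alone. Ordinary regression with Hochberg's adjustment and no pseudocount, chosen after seeing the values, gave 236 genes, with 12 by age alone and 14 by both, and 14 between the TBI groups with no threshold of fold change, and it drops 0 of the paper's 236 genes, each in the paper's class. The paper names the Benjamini-Hochberg method. Over 87 adjusted p-values of Supplemental Tables 1 to 3, the median ratio of the paper's value to that of the Benjamini-Hochberg method was 124, and their median ratio to that of Hochberg's adjustment was 1. In the analysis reported here 177 of the paper's 210 genes for TBI alone, 8 of its 12 for age alone and all 14 for both fell in the same class, and each of the 236 was called in some class.

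With a log2 fold change above 1.5, the paper's number of genes is 193, against 96 here. Median scaling (163), a log2 threshold of 1 (169) and a linear threshold of 1.5 (273) came within 1.5 times, and the other alternatives set before the data were examined did not. In Supplemental Table 4 the paper's numbers are 166 in young mice, 171 in aged mice and 144 in both, against 81, 77 and 62 here. For young mice reference gene scaling (115), median scaling (131) and the thresholds (138 and 232) came within that range, for aged mice median scaling (115) and the thresholds (144 and 222), and for both ages the thresholds alone (113 and 181). Positive control scaling, chosen after seeing the values, came within it for all 4 numbers, at 151, 121, 143 and 113, and it drops 50 of the paper's 193 genes, 45 of the 166 in young mice, 41 of the 171 in aged mice and 35 of the 144 in both. The paper's number comes from NanoStringDiff, which models raw counts and was not run here.

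For Il1rn the TBI coefficient (natural log) is 3.971 as the paper's value (with the paper's standard error of 0.191), against 3.774 here, a log2 fold change of 5.44. Reference gene scaling (3.989) and the replicate block (3.786) brought it within that error, as did 9 of the fits that left out 1 mouse, and the other alternatives set before the data were examined did not. Alternatives chosen after seeing the values did so too: no pseudocount (3.971), edgeR (3.881), and the 2 mice of lowest count left out (3.799), each of which drops 0 of the paper's 236 genes from all classes. Without a pseudocount the 472 coefficients of the paper's 236 genes all lay within 0.0005 of those of an ordinary regression of the natural log.

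The log2 fold changes with TBI of Supplemental Table 4 differed for the values below, each given as the paper's value against the value here. In young mice the differences beyond the error were Stat3 1.97 against 1.56, Irgm1 1.643 against 1.17 and Bst2 1.92 against 1.35. Of the alternatives set before the data were examined, reference gene scaling alone brought these within the error (Stat3 1.92, Irgm1 1.54 and Bst2 1.71), and positive control scaling, chosen after seeing the values and dropping 45 of the paper's 166 genes in young mice, also did (Stat3 2.07, Irgm1 1.69 and Bst2 1.86). In aged mice they were Stat3 1.84 against 1.50, Ifi35 1.713 against 1.21, Irgm1 2.28 against 1.90, Ddx58 2.034 against 1.57 and Cd44 5.099 against 4.61, which reference gene scaling alone brought within the error (Stat3 1.81, Ifi35 1.53, Irgm1 2.22, Ddx58 1.88 and Cd44 4.93), apart from Cd44, for which 1 of the fits that left out a mouse did as well (4.87). Positive control scaling alone, chosen after seeing the values and dropping 41 of the paper's 171 genes in aged mice, did so for Cd44 in young mice (Cd44 5.534 against 4.83, at 5.33 under it), and in aged mice for Stat2 2.087 against 1.51, Irf7 3.487 against 2.57, Bst2 2.974 against 2.40, Socs3 4.486 against 3.60, Cd274 2.448 against 1.90 and Ccl7 4.076 against 3.11, which became Stat2 2.27, Irf7 3.32, Bst2 3.16, Socs3 4.35, Cd274 2.65 and Ccl7 3.86. None of the alternatives brought the remaining values within the error, in young mice Irf7 3.029 against 1.84, Ifi204 26.23 against 2.58, Tmem173 18.26 against 1.56, Cd14 5.176 against 4.44, Lilrb4 9.112 against 5.97, Socs3 4.934 against 3.93, Ccl3 6.846 against 4.88, Cd274 2.16 against 1.37 and Hlx 3.242 against 1.37, and in aged mice Ifi204 6.29 against 3.06, Tmem173 4.376 against 1.57, Cd14 4.712 against 4.19, Il1rn 31.37 against 5.83, Ccl2 9 against 7.28, Hlx 2.576 against 1.44 and Cxcl13 28.55 against 1.92.

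The table's fold changes also hold values that no log2 ratio of the deposited values can reach, since the deposited values span 17 on the log2 scale. They number 94, of which 51 are in young and 43 in aged mice, and the largest are 191 and 708. The table's sign was opposite to the value here for Tnfrsf13c in young mice and for Aire and Cxcl9 in aged mice.

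The paper states that 12 genes of pro-inflammatory responses went up with TBI and with age. For TBI 11 of the 12 passed the threshold, and C1qa did not (0.13 (adjusted p = 0.109)), although it did with reference gene scaling, ordinary regression and, chosen after seeing the values, positive control scaling. For age 3 of the 12 were higher past the threshold, Ccl3, C1qa and C4a, and Il1b was lower without passing it (-0.55 (adjusted p = 0.155)), except without young TBI replicate 1. C1qb, Relb, Nfkbia and Cybb were higher with age past the threshold under positive control scaling.

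The paper states that Stat2 rose with TBI in young and aged mice and rose further in aged TBI mice. Stat2 passed the threshold here for TBI in young (0.89 (adjusted p = 0.00591)) and in aged mice (1.51 (adjusted p = 1.89e-05)). Between the TBI groups it did not (0.76 (adjusted p = 0.0732)), and did with an intensity trend, positive control scaling, genes above background, edgeR, without the 2 mice of lowest count and in 3 of the 23 fits that left out 1 mouse. The paper also states that Ifih1 is robustly raised, which held in aged mice (0.67 (adjusted p = 0.00589)) and not over both ages (0.29 (adjusted p = 0.116)) or in young mice (-0.13 (adjusted p = 0.637)). Over both ages it passed with reference gene scaling, positive control scaling and without the 2 mice of lowest count. Ifi204 did not pass between the TBI groups (0.98 (adjusted p = 0.0677)), and did with median scaling, positive control scaling, genes above background, edgeR and in 2 of the 23 fits that left out 1 mouse. By qRT-PCR the paper reports Ifi204 as higher in aged than in young TBI cortex.

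The paper states that Csf1r was lower in aged than in young TBI mice. The difference did not pass the threshold here (-0.29 (adjusted p = 0.13)), and did with ordinary regression (adjusted p = 0.0493), and the decrease in aged sham mice did pass. The paper states that age and TBI lowered Trem2. TBI did so past the threshold, and age did not (-0.28 (adjusted p = 0.0709)), except with reference gene scaling, edgeR, without the 2 mice of lowest count and in 3 of the 23 fits that left out 1 mouse. The paper places the decrease of Trem2 in aged TBI mice alone. The decrease passed in aged mice and not in young mice, and the interaction did not pass (-0.31 (adjusted p = 0.938)). The paper describes LXR/RXR transcripts as downregulated. Of the 12 genes listed for that pathway 10 were higher and 2, Il18 and Vtn, were lower, where the paper's score counts each gene by its expected role.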

Other observations

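The tests on the reference genes, on separate runs of the ages and the count of the spike-ins, and on Supplemental Table 4, and the permutation tests of TBI against sham, were chosen after the results had been seen.

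Splitting the same mice at random into groups of the same sizes gave as many genes past the threshold in 1 of 100 splits, the real one, for the TBI effect, the age effect, TBI in young mice, TBI in aged mice, the fold change above 1.5, aged against young sham and aged against young TBI. The median of the other splits was 0 genes in each, and chance can be excluded as the reason for these counts at 1 in 100.

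Genes at background tended to be lower with TBI, with a median log2 fold change of -0.139 against 0.002 above background, and 110 of the 183 had a negative value. The mean of the set did not differ (0.064, permutation test, p = 0.439). The negative control probes multiplied by each mouse's factor were lower with TBI by 0.761 on the log2 scale, or -0.761 (permutation test, p = 1e-05, the smallest p that the permutations can give), near the median of -0.694 of the background genes called lower. The genes called lower were picked for their direction, so this nearness does not test a scaling factor acting on background counts. The median over all genes at background, -0.139, lay far from -0.761, and 33 of these genes were called higher. Whether such a factor lowers counts that are background in all mice stays open, since the set also holds genes that rise with TBI. No biological explanation was tested for these genes.

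The 14 reference genes were lower with TBI, by a mean of 0.363 in young and 0.317 in aged mice, that is -0.363 (exact permutation test, p = 0.00433; limma's fry p = 0.000194) and -0.317 (exact permutation test, p = 0.013; fry p = 0.000474). This direction turns to a mean of 0.3 under positive control scaling. Of the 14, 1 was called higher and 9 lower with TBI. After reference gene scaling 12 of the 14 still passed the threshold, 5 higher and 7 lower, and the effects of single reference genes, from -0.62 to 0.36, had an SD of 0.28 against a mean standard error of 0.09. A scaling factor alone, which moves all of them alike, is argued against as the whole reason. Unequal change of the reference genes with TBI stays open, and so does their mean level, which no value here decides.

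Genes that differ between the ages did so alike in sham and TBI mice for 17 genes, all 17 in the same direction, with a median absolute interaction of 0.14. These genes were chosen for a call in both, which in itself favors alike values. Across all genes the age differences in sham and in TBI mice had a correlation of 0.508. The proportions of the 4 highest positive controls differed between aged and young mice (distance 0.112, permutation test, p = 0.00291; without the 2 mice of lowest count, p = 0.00154), among TBI mice alone (distance 0.128, exact permutation test, p = 0.00216) and not among sham mice alone (distance 0.136, exact permutation test, p = 0.149). Between TBI and sham mice they did not differ over both ages (permutation test, p = 0.345) or in young mice (exact permutation test, p = 0.723), and they did in aged mice (exact permutation test, p = 0.0411). The proportions of the negative controls did not differ between ages (permutation test, p = 0.918). Over all mice neither the raw counts of the highest positive control (a log2 difference of -0.45 between aged and young mice, permutation test, p = 0.218) nor the totals (-0.16, permutation test, p = 0.664) differed between ages. Without the 2 mice of lowest count both were lower in aged mice, by -0.68 (permutation test, p = 1e-05, the smallest possible) and -0.31 (permutation test, p = 0.0309). The highest positive control was lower in aged than in young TBI mice (-0.84, exact permutation test, p = 0.00216, the smallest possible). In sham mice the difference was -0.13 (exact permutation test, p = 0.896), a value set by young sham replicate 1, at 2966 counts. The other young shams, at 31474 to 37802, all lay above the aged shams, at 10050 to 28213. The ratio of the first to the second positive control was lower in aged than in young TBI mice (-0.106, exact permutation test, p = 0.00216) and not in sham mice (0.038, exact permutation test, p = 0.355), with an interaction of -0.144 (permutation test, p = 0.00235) that the difference over all mice hides (-0.031, permutation test, p = 0.236). Between TBI and sham mice it was higher with TBI in young mice (0.058, exact permutation test, p = 0.0238) and lower with TBI in aged mice (-0.086, exact permutation test, p = 0.013). Separate runs of the ages or of the 4 groups may add to any of the differences between ages and cannot be told apart from age, since the run of each mouse is not given in the sources used here and the spiked-in controls do not differ alike in sham and TBI mice. In a family of 2 correlations with the count of the spike-ins, Pearson's r was 0.797 within young mice (permutation p = 0.00284, adjusted p = 0.00568; Spearman's rho 0.609, permutation p = 0.052) and -0.19 within aged mice (permutation p = 0.605, adjusted p = 0.605; rho -0.133, permutation p = 0.685). Without the 2 mice farthest from the median r was 0.252 and -0.189, so the relation in young mice rests on those mice. A difference in the count of the spike-ins alone and separate runs cannot be told apart. The count of the highest control was lower in aged mice among TBI mice, and among sham mice apart from young sham replicate 1. The relation within an age is not stable.

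Fold changes of the paper's Supplemental Table 4 lay above those of the deposited values by a median log2 difference of 0.47 over 60 values of genes more than 4 times above background in the shams, and by 0.13 after reference gene scaling. This is in line with another scaling factor per mouse in the paper's fold change analysis for genes well above background. All 94 of the 94 values beyond the range of the deposited values belonged to genes at or below background in the sham mice, against 102 of the 243 values within it, which is in line with background having been subtracted from low counts. No biological explanation was tested.

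The marker lists gave the following mean log2 changes with TBI in young and aged mice: 2.808 and 3.108 for neutrophils, 3.267 and 3.355 for monocytes, -0.046 and -0.135 for microglia, -0.034 and -0.401 for T cells and 0.743 and 0.76 for B cells. Between the TBI groups the microglia list, with 7 of 10 genes on the panel, did not differ (0.008, exact permutation test, p = 0.918). The exact permutation test of TBI against sham gave p = 0.00216 in each age for neutrophils and monocytes, 0.522 in young and 0.0952 in aged mice for microglia, 0.801 and 0.00216 for T cells and 0.0108 and 0.00216 for B cells, not adjusted for the 5 lists. Adjusted over the 5 marker lists, the permutation test of the interaction gave p = 0.707 for neutrophils and microglia and 0.951 for monocytes and B cells. No technical explanation was tested for these changes with TBI, and which cells carry the genes was not measured.

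Ifnb1 lay at background, where a change can be missed. Its TBI effect was -0.07 (adjusted p = 0.656) on the deposited scale and 0.49 (adjusted p = 0.0096) under positive control scaling. Mx1 (-0.29 (adjusted p = 0.0268)) and Cx3cr1 (-0.24 (adjusted p = 0.0397)) were lower with TBI on the deposited scale, Cx3cr1 in 10 (its adjusted p reached 0.0724 without aged sham replicate 2) and Mx1 in 21 of the 23 fits that left out 1 mouse, and both turned positive with reference gene scaling (0.04 and 0.09) and positive control scaling (0.35 and 0.40). Mx1 lost the call without aged TBI replicate 3 (-0.26, adjusted p = 0.0515) or aged sham replicate 2 (-0.23, adjusted p = 0.053).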
